# Evaluation of Global RNA Amplification and Its Use for High-Throughput Transcript Analysis of Laser-Microdissected Endosperm

**DOI:** 10.1155/2007/61028

**Published:** 2007-04-10

**Authors:** Robert C. Day, Les McNoe, Richard C. Macknight

## Abstract

Laser microdissection (LM) provides a useful method for isolating specific cells or tissues from biological samples. Here, we adapted microdissection protocols to allow high-resolution transcript analysis of different tissues from developing *Arabidopsis* seed. Sufficient RNA (∼50 ng) was extracted from endosperm tissue for RT-PCR. However, to obtain enough RNA for microarray analyses, it was necessary to amplify the RNA. PCR- and IVT-based amplification methods were investigated and several important technical aspects of amplification were identified (such as target truncation and alterations in signal intensity). We found that when starting from only 50 ng of RNA, amplification methods based on PCR and IVT produced sufficient product for reliable microarray hybridizations, with two-round IVT giving the best results. Microarray analyses, using endosperm-derived RNA amplified by two-round IVT, reproducibly identified endosperm enriched marker genes. Thus, when combined with RNA-amplification protocols, LM is a robust and reliable technique for high-throughput tissue-specific gene expression analysis.

## 1. INTRODUCTION

Traditionally, to obtain enough material for global transcript analysis, whole organs or tissues have been used. However, by starting from a mixture of cells or tissues, key changes occurring in just one of the cell types may be obscured. To avoid this, approaches have been developed that allow high-resolution tissue sampling or enrichment for specific cell types [1]. In some cases, such as pollen grains or epidermal cells, the target cells are easily accessible for harvest or manual dissection. However, most cell types are embedded and require tissue digestion or microdissection to negate surrounding cell layers. Laser microdissection (LM) is an important method for obtaining individual tissues, cells, and even organelles for biochemical analysis. Originally developed for isolating cancerous cells from normal tissue [2], LM is beginning to be used in plant biology (reviewed by [3]). Compared to manual microdissection, modern laser-based systems are easy to use, highly reproducible, and can avoid direct contact with the biological sample [4]. LM samples have been used successfully to obtain DNA, RNA, proteins, and metabolites from a range of plant species and tissue types [5–7].

One disadvantage of isolating specific cell types is the relatively large amount of effort required to isolate a very small amount of material. In the cases of protein and metabolite analysis, microdissection is still a very inefficient approach for global analysis [6, 7]. However, RNA can be amplified; a process that can be carried out using a variety of methods [1]. The most common method of amplification is based on *in vitro* transcription (IVT) [8]. This linear amplification method involves producing double-stranded cDNA with a T7 priming sequence at the 3′ end. This template is then used by T7 RNA polymerase to generate copies of the cDNA template.

Compared to IVT-based methods, the exponential nature of PCR-based approaches enables much greater yields per round of amplification [9]. This means that far less starting material can be used to obtain enough target for high-throughput analysis, with just one round of amplification. For both IVT- and PCR-based methods, multiple rounds of amplification can be used to increase the yields when starting with very small amounts of RNA [10]. Hybrid methods have also been developed that use PCR and IVT amplifications, in an attempt to exploit the advantages of both [11, 12].

RNA amplification from very small amounts of RNA by IVT or PCR has several drawbacks. Reducing the starting amount of RNA to nanogram levels often leads to a reduction in the reproducibility of data. Extreme amplifications can also accentuate subtle technical biases giving loss of fidelity. However, since biases tend to be systematic, accurate expression data can be obtained if appropriate amplified controls are used [13]. For example, when comparing expression changes between samples, it is essential that all samples are similarly amplified.

*Arabidopsis* is being used as a model plant to study many aspects of seed biology; however, a major drawback is the very small size of its seeds. This causes numerous technical difficulties, especially when studying processes of early seed development. The endosperm appears to play several important roles during seed growth and development [14]. In many plant species, including *Arabidopsis*, the triploid primary endosperm nucleus undergoes several rounds of free-nuclear division, growing rapidly as a syncytium. Towards the end of this proliferative phase, three mitotic endosperm domains are established. The micropylar endosperm surrounds the embryo, the peripheral domain lines the wall of the developing embryo sac, and the chalazal domain develops adjacent to the vascular connection with the seed parent. The early proliferation of the endosperm is associated with final seed size and the alteration of the rate and duration of cell division in the endosperm has been proposed as a biotech strategy for altering seed size [15, 16]. Seed with severely defective endosperm cannot complete development which suggests a role for endosperm in supporting the formation and growth of the embryo [17].

LM provides an ideal tool for analyzing gene expression changes in specific cell types during the early stages of *Arabidopsis* seed development. The key to the success of such studies is the ability to isolate and amplify RNA from a small amount of laser-dissected tissue. Here, we present protocols for the isolation of RNA from different seed compartments of developing *Arabidopsis* seed and highlight important technical issues encountered when amplifying from small amounts of total RNA for array analysis. The protocols developed in this study were used to identify a list of approximately 2 700 genes that are expressed in proliferating endosperm 4 DAP.

## 2. MATERIAL AND METHODS

### 2.1. Plant growth

*Arabidopsis thaliana* plants were grown under lights in a growth room with 16-hour photoperiod and at 20°C. To produce seed of a known developmental stage, flowers were emasculated with fine forceps and manual pollinations were carried out two days after.

### 2.2. Harvest of siliques and RNA extraction for amplification

Multiple siliques corresponding to early and late stages of seed development were harvested into Eppendorf tubes and snap frozen in liquid nitrogen. Siliques from the early sample were added to the late sample at a ratio of 1 to 10 (based on fresh weight) to produce a 90% late sample. Early and 90% late tissues were ground to a fine powder in liquid nitrogen using a pestle and mortar. Total RNA was isolated from the samples using Concert Plant RNA Purification Reagent (Invitrogen, Carlsbad, Calif, USA) following the manufacturers' large-scale extraction protocol. Aliquots of these samples were further purified using Qiagen RNeasy columns and the manufacturers' optional on column DNase step was carried out.

### 2.3. Harvest of siliques for LCM tissue preparation

Siliques were harvested 4 days after pollination into precooled (4°C) farmers' fixative (3 : 1 mixture of ethanol : acetic acid). To enhance penetration of the fixative, the ends of the siliques were removed with a scalpel before the tissues were submerged. Samples were kept for 3-4 hours on an orbital platform at 4°C. The fixative was replaced with 95% ethanol for 30 minutes. The siliques were transferred into sample cassettes that were then submerged in absolute ethanol and were microwaved at 60°C for 10 minutes (Electron Microscopy Sciences EMS-820). Microwave treatment was repeated in two changes of isopropylalcohol at 70°C for 10 minutes and a third change at 74°C for 10 minutes. Cassettes were then transferred to molten wax and placed in a heated vacuum chamber. A vacuum was applied for 20 minutes then released. The vacuum infiltration of wax was repeated twice more using fresh wax. Siliques were released into molten wax and multiple siliques were aligned in single wax blocks and stored at 4°C with desiccant for up to two weeks before being sectioned using a rotary microtome (Leica Microsystems, Wetzelar, Germany) to produce 7 *μ*m sections. The sections were floated on distilled water and then 30% ethanol prior to attachment to superfrost plus slides (BDH/Merck, Damstadt, Germany). Slides were allowed to dry for 2 hours before storage with desiccant at 4°C.

### 2.4. LCM

Slides were dehydrated in xylene for 5 minutes and allowed to air dry in a flow hood for 5–10 minutes prior to LCM using the Arcturus LM200 Pixcell II system. This system enables specific regions of the tissue sample to be targeted microscopically through a plastic cap coated with a special thermoplastic film. The laser was then used to melt the film onto the targeted areas using a spot size of 7.5 *μ*m, power setting of 100 mW, and pulse durations of 1-2 milliseconds, depending on the ease of capture from each specific seed. Once cemented to the film, targeted tissues were removed from the rest of the section by lifting the cap vertically. Captures were collected onto Arcturus macrocaps. If nonspecific pickup was apparent a post-it note was used to remove the contaminating cells (3M, St Paul, MN, USA). The remaining tissue was sometimes scraped from the glass slide using a sterile flat-ended spatula, and was subsequently processed using equivalent protocols to the LCM material.

### 2.5. RNA extraction from tissues prepared for LCM

Total RNA was obtained from embryo, seed coat, syncytial endosperm, and the tissue scrape samples using the Picopure RNA isolation kit (Arcturus, Oxnard, CA, USA) with optional on-column DNase step (Qiagen, Valencia, CA, USA). The purified total RNA was quantified using the Ribogreen RNA quantification kit (Invitrogen) according to the manufacturers' instructions.

### 2.6. Conventional target labelling

Aliquots of 30 *μ*g total RNA were reverse transcribed and labelled using the Superscript Indirect labelling kit (Invitrogen).

### 2.7. Global transcript amplification by PCR

Aliquots of 50 ng total RNA were subjected to reverse transcription using superscript III reverse transcriptase (Invitrogen) and amplified dsDNA was prepared following the methods described by Petalidis et al. [18], with the exception that the entire cDNA sample was used in the amplification reaction. A test PCR is essential to avoid overcycling of the amplification reaction; however, this effectively doubles the amount of total RNA required to carry out RNA amplification. To determine the optimal number of cycles required for generating products during the exponential phase of the PCR reaction, PCR products from parallel runs were visualised after 15, 18, 21, and 24 cycles on a 1.2% agarose gel. When the yield of PCR product stops increasing with more cycles, the reaction has reached its plateau. The optimal number of cycles for the amplification is one cycle fewer than is needed to reach the plateau; in our case 20 cycles. Amino-allyl dNTPs were incorporated by Klenow and the free Cy dyes (Amersham Biosciences, Little Chalfont, UK) were coupled to the target dsDNA as described in the Superscript Indirect labelling kit manual (Invitrogen).

### 2.8. Global transcript amplification by IVT

IVT-based amplifications were carried out using the Message Amp II amino-allyl aRNA kit (Ambion Inc., Austin, TX, USA) following the manufacturers' instructions. Where appropriate, amino-allyl UTPs were incorporated into the IVT reaction and were coupled to Cy dyes (Amersham Biosciences) following the kits recommendations. All labelled aRNA targets were fragmented prior to hybridization using Ambion fragmentation reagent following the manufacturers' protocol (Ambion).

### 2.9. RT-PCR and qRT-PCR

The RNA or aRNA was primed with random hexamers and first-strand cDNA was synthesized using Superscript III (Invitrogen) according to the manufacturers' instructions. The amplification conditions for conventional PCR were as follows: 2 minutes at 94°C; 25–35 cycles of 30 seconds at 94°C, 30 seconds at 58, 30 seconds at 72°C; and 68°C for 2 minutes. The primers for *FWA*, *MEA*, and *AP2* are described by Kinoshita et al. [19, 20].

Real-time qRT-PCR was carried out using reagents from the LightCycler FastStart DNA Masterplus SYBR Green I kit (Roche, Penzberg, Germany) in 20 *μ*L volumes using a LightCycler 2.0 (Roche). The amplification conditions for qPCR were Denat: 95°C for 10 minutes; Cycling 94°C for 5 seconds, 58°C for 17 seconds, 72°C for 10 seconds (single acquire); Melt: 95°C for 0 second, 55°C for 20 seconds, 95°C for 0 second with ramp 0.2°C/s (continuous acquire); Cool: 40°C for 20 seconds. Quantification was carried out using Actin-2 as a reference gene (At3g18780). Actin-2 was selected since it was a control spot on our microarrays. The differential expression observed across the 17 spots per slide representing Actin-2 in our normalized data was 1.004 indicating equivalent expression in both types of biological sample used to query the arrays and used for qRT-PCR. Reaction products were confirmed by melting curve analysis and by running out the product on a 1.2% agarose gel. Primer sets for qRT-PCR validation experiments were designed to span at least one intron so we could easily observe PCR products generated from genomic DNA contamination. For each primer set, a no-template water control was also used.

The primers used for qRT-PCR of *FWA* and *MEA* are described by Kinoshita et al. [19, 20] and the *FIS2* primers were FIS2-RT-R 5′-agatctcctggcgactaac-3′, and FIS2-RT-F 5′-tattagcgaacgcctgagac-3′. Actin primers were Q-RT Actin_F 5′-cgctctttctttccaagctcat-3′ and Q-RT Actin_R 5′-tcctgcaaatccagccttc-3′. TT8 primers were TT8-QRT-F 5′-ctgatcttcatattgaatcaaccca-3′ and TT8-QRT-R 5′-gtgtgacatgagaagtgttgttac-3′. FUS3 primers were FUS3-QRT-F 5′-tcatggtctgcagctaggtga-3′ and FUS3-QRT-R 5′-tacttcttcttcttccgatgcttt-3′. At5g16780 primers were CAS5G-QRT-F 5′-gtgggtttgcgactgttg-3′ and CAS5G-QRT-R 5′-gagtttccgggctctgatt-3′. At1g48630 primers were CAS1G-QRT-F 5′-aagtctgttgttgaggatttgaag-3 and CAS1G-QRT-R 5′-ttccatctgcactccagtt-3′.

### 2.10. Array hybridization

*Prewash and BSA prehybridization*: slides were prewashed in 0.2% SDS for 2 minutes and then washed twice in MilliQ (MQ) water. The slides were then placed in a 50 mL Falcon tube containing fresh MQ water and were incubated in a water bath for 20 minutes at 50°C. Slides were then prehybridized in buffer containing 4x SSC, 0.5% SDS and 5% w/v bovine serum albumin (BSA, Sigma) at 42°C for 45 minutes. Slides were then washed 5 times with MQ water at room temperature to remove BSA residue. Prior to hybridization, the slides were dried by centrifuged at 2,500 xg.

*Hybridization*: hybridizations were carried out under LifterSlips (Erie scientific, Portsmouth, NH, USA) placed over the region of the slide containing the array. A mix of SlideHyb buffer 1 (Ambion) and the labelled probes were then injected under the LifterSlip. The arrays were then placed in a humidified hybridization chamber (Corning, New York, NY, USA) and were hybridized over night in a 55°C water bath.

*Posthybridization*: the slides were removed from the hybridization chamber and were washed at 55°C for 8 minutes with agitation in 50 mL Falcon tubes containing 2x SSC, 0.1% SDS. The slides were then moved to new 50 mL Falcon tubes and were washed with constant agitation in 1x SSC, 0.1% SDS at room temperature for further 6 minutes. This procedure was repeated with a solution containing 0.5x SSC and then 0.1x SSC before the slides were dried by centrifugation at 5800 rpm.

*Scanning*: slide scanning was carried out using an Axon 4000 B dual-color scanner running GenePix 4.1 software (Axon instruments/Molecular Devices Corporation, Sunnydale,CA, USA).

### 2.11. Data normalization and analysis

Genepix files were normalized by implementing elements of the SNOMAD gene analysis tools (http://pevsnerlab.kennedykrieger.org/snomadinput.html) at a local level using an SPLUS script. This involved global mean normalization, local mean normalization across the array surface, and local mean normalization across the element signal intensity. Both high and low power scans were obtained for each hybridization. Data from high and low scans were normalized independently. When calculating correlations, the number of differentially expressed transcripts and the direction of change, the saturated spot data was replaced with data from the low scan. Any spots that had intensity values less than 3x the mean background in both channels or were only represented in a single replicate were discarded from this analysis. Genes that had a signal above the trim level in only one channel remained in the analysis but had a value of 100 intensity units interpolated for the low signal to reduce the effect of very low intensity features on expression ratios. Interpolation introduced large amounts of variation for transcripts that gave very low signal. Data was normalized without interpolation for use with genes that had very low signal, for example, *FIS2*. When interpreting the data with regard to movement of intensity values within the population or loss of signal based on probe design, we only considered the high intensity scan and the data was not trimmed based on intensity.

The microarray data has been deposited at NCBI GEO (http://www.ncbi.nlm.nih.gov/geo) accession number GSE6703.

## 3. RESULTS AND DISCUSSION

### 3.1. Development of tissue preparation protocols for laser capture microdissection of Arabidopsis seed

Laser capture microdissection (LCM) is a form of LM that relies on the adhesion of only the targeted cells to a thermoplastic film attached to a plastic cap [2]. We developed tissue preparation protocols for LCM of immature *Arabidopsis* seed using Farmer's fixative based on recommendations of Kerk et al. [5]. Other groups have successfully used acetone or microwave fixation in the absence of chemical fixative to carry out transcript analysis on plant material [21, 22]. However, our preliminary studies indicated that Farmer's fixative gives the most consistent penetration of the fixative into *Arabidopsis* silique tissues and enables good histology and yields of total RNA. Using Farmer's fixative, our tissue fixation period (3-4 hours) was shorter than protocols using acetone (overnight). We also used the heat generated by a microwave to aid the diffusion of subsequent solvent washes and the infusion of wax under vacuum, further reducing the processing time. This enabled silique material to be processed from harvest to wax block within 9 hours. Figure 1(a) shows examples of LCM isolations of seed coat, endosperm, and embryo tissue from developing siliques. LCM removed the majority of the target tissue and only the desired cells were visible on the LCM cap (Figure 1(a)). Fixed samples were aligned in the wax so that approximately six siliques were within the footprint of an LCM cap. This maximized the number of seeds that could be targeted onto each cap. Three serial sections were mounted onto a single glass slide, enabling the caps to be rapidly repositioned over each serial section in turn if target tissue was limiting (as was the case for embryo samples).

### 3.2. RNA extracted from microdissected seed is suitable for transcript analysis

As well as allowing sufficient histological resolution, the tissue-processing regime must be conducive to subsequent extraction of RNA of sufficient quality and in amounts suitable for meaningful analysis. We used the Arcturus Picopure RNA isolation kit with an on-column DNase treatment to isolate total RNA. In an alteration to the kit protocol, we routinely peeled the thermoplastic film from LCM caps using fine forceps and submerged these in extraction buffer. This allowed multiple caps to be extracted in the same tube. By combining two peels containing isolated material from multiple seeds, we were able to obtain 20–60 ng of total RNA per extraction, depending on the seed compartment targeted, for example, approximately 50 endosperm fragments were obtained per peel enabling 100 fragments to be used for RNA extraction (Figure 1(b)). The RNA yields were quantified using the Ribogreen RNA quantification kit (Invitrogen).

As with most studies of this kind, we assessed the quality of the extracted RNA by generating cDNA templates from unamplified samples and conducting RT-PCR [5, 21, 23, 24]. We also used small aliquots of aRNA produced from one round of IVT amplification for similar analysis (10–15% of total product). The cDNA yield from the aRNA increased our effective yield of experimental material and would be sufficient to carry out several hundred tissue-specific PCR reactions.

Our lab is interested in identifying genes that are important during early endosperm development. To identify transcripts expressed specifically in the endosperm, we needed to ensure that the other seed compartment samples had minimal endosperm contamination and our endosperm sample was suitably enriched. To investigate this, we carried out RT-PCR on LCM-derived samples. As shown in Figure 1(c), AP2 was amplified from all samples using conventional RT-PCR, consistent with its reported expression throughout the early seed [19], and as expected *MEA* expression was relatively strong in the endosperm and weak in the embryo (globular to mid-heart) [25]. We used aRNA from a single round of IVT amplification to assess the enrichment of endosperm expressed transcripts by real-time qPCR. We calculated the levels of expression (relative to actin) of two endosperm-specific genes, *FWA* and *FIS2*, and *MEA* from both LCM-derived endosperm cDNA (4 DAP) and a similarly amplified tissue scrape cDNA. The scrape sample was derived from the tissues remaining on the slide after microdissection of the endosperm. Not all seed tissues enabled unambiguous identification and unimpeded access to endosperm tissue, thus the tissue scrape retained a proportion of endosperm material. Results indicated a strong enrichment for endosperm (Figure 2), such that the endosperm-specific genes *FIS2* and *FWA* reported 9.5-fold and 8-fold enrichment, respectively. *MEA* reported a 3.5-fold enrichment that reflects its simultaneous expression in the embryo [25, 26].

Taken together, our PCR analysis indicated that the RNA obtained using LCM generated expression data that was consistent with the expression of known marker genes and that the cell types were well separated.

### 3.3. Experimental design for the comparison of amplification methods using oligonucleotide microarray

Our aim was to identify which standalone amplification protocol performed best in our lab when the starting amount of total RNA was limited to 50 ng. While other studies have compared amplification protocols, few start with such low amounts of total RNA [10, 13]. In addition, most of these studies use ultra-high-quality RNA bought commercially or isolated from cell lines [27–33]. Since the quality of extracted RNA is very often tissue-dependent and will affect the amplification efficiency, we decided to use total RNA extracted from whole siliques; better representing tissues targeted by LCM. We set out to compare two basic methods of RNA amplification, based on IVT and PCR. Preliminary amplifications from LCM prepared samples indicated that two rounds of IVT or a single round of PCR were required to generate enough aRNA or cDNA, respectively, for hybridization to long oligonucleotide arrays (data not shown).

RNA was isolated from siliques during early (2–5 DAP) and late (6–10 DAP) stages of development. To help identifying major alterations in the array data due to our target preparation protocols, the late stage RNA sample was spiked with 10% early stage sample (90% late). In the absence of compression, the signals from the genes only expressed in the early sample should not be more than 10-fold higher than those obtained from the late sample. Conversely, the late sample should display a full range of differential expression. This design should result in the unamplified MA plots (plots of differential expression against intensity) having a distinctive asymmetrical shape.

Our study compared unamplified samples and three RNA amplification regimes; one-round IVT, two-round IVT, and a PCR-based method. 

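Siliques, the seed pods of Arabidopsis, were sampled early (2 to 5 DAP) and late (6 to 10 DAP), and the 90%-late sample held 90% late and 10% early material. The methods give this proportion by fresh weight and the results give it by RNA. Target was prepared from 30 µg of RNA without amplification, from 5 µg by 1 round of IVT, and from 50 ng by 2 rounds of IVT (2IVT) or by 20 cycles of PCR. Each of these 4 regimes was hybridized to 2 slides, and after amplification both slides of a regime shared a preparation of 90%-late target. Early target carried Cy5 and 90%-late target Cy3 on every slide, so stage and dye were not separated. The authors deposited log2 ratios of the 2 channels, normalized within each slide by the global mean, by the local mean across the slide surface and by the local mean across signal intensity. The sign is turned here, so that a positive log2 ratio is higher in 90%-late, the reverse of the deposited direction. Of 26912 probes, 22733 to 24403 had a value on a hybridization. Means are over the 2 hybridizations of a regime, and limma fitted all 8 hybridizations together, with Benjamini-Hochberg adjusted p under 0.05 as the threshold for a call. Gene groups were compared with all other genes by camera, with a preset correlation of 0.01 between genes, over 11103 genes with values on all 8 hybridizations. All targets came from a single pair of RNA samples, so the errors measure target preparation and hybridization and not plants. For the amplified regimes they leave out the preparation of 90%-late target, which the slides of a regime shared. An exact permutation test of 2 hybridizations against 2 cannot give a two-sided p below 0.333, and the slides of each regime were consecutive, so slide batch and regime cannot be told apart.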

The unamplified treatments used 30 *μ*g of total RNA followed by conventional labelling and hybridization. The one-round IVT amplifications were made from 5 *μ*g of total RNA (a standard labelling procedure in many microarray experiments). The two-round IVT and PCR regimes started from 50 ng of total RNA and would therefore be appropriate for use with LCM samples. The unamplified treatment involved duplicate hybridizations of the 90%-late sample against our early sample. For each of the amplification regimes, a single amplification of the 90%-late sample was hybridized against two independent amplifications of our early sample. In all hybridizations the early and 90%-late samples were consistently labelled with Cy5 and Cy3, respectively. This consistent labelling strategy for all 8 slides reduced variation between the microarrays due to dye bias and enabled us to focus on the variation arising from duplicate amplifications of a single early silique sample.

### 3.4. Reproducible microarray results can be obtained using amplified RNA

The RNA yields after amplification are given in Table 1. We aimed to generate 10–20 *μ*g of aRNA using IVT and 1–5 *μ*g of cDNA using PCR; such that we could comfortably perform duplicate hybridizations from each sample. When starting with 50 ng of RNA, the desired amount of aRNA/cDNA was obtained after either two rounds of IVT (103 *μ*g aRNA) or a single round of PCR amplification (10 *μ*g), respectively (Table 1). IVT-based amplification on our LM samples generated aRNA with a similar efficiency to that obtained from a conventional tissue sample (Table 1).

The reproducibility and fidelity of the amplification methods were assessed by microarray analysis using long oligonucleotide arrays based on the Operon V1.0 *Arabidopsis* set. The emergence of extremely high signal for some array elements post amplification (hotspots) has been described in the literature [34] and was countered in this study by carrying out both high and low power scans for each hybridization. Data from high and low scans were normalized independently and the saturated spot data replaced with data from the low scan. This enabled the highest possible number of data points to be included in our analysis and negated any issues due to alteration of signal spread due to different amplification regimes. In instances where data from the combined scan set might introduce artefacts into our analysis, we considered only data from the high power scans.

To assess the reproducibility of our methods, we plotted the duplicate data obtained for each target preparation regime (Figure 3(a)). The between-replicate reproducibility of the unamplified samples was high with a Pearson correlation of *r* = .95. 

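The genes with a name highest in 90%-late without amplification were AT1G62070 (log2 ratio 9.64 ± 0.07, SD, n = 2 hybridizations), AT1G62060 (9.39 ± 0.18), AT1G62225 (9.21 ± 0.07) and AT1G62000 (9.06 ± 0.14), all on chromosome 1. Of the 10 highest probes, 6 had no gene symbol. Of the genes lower in 90%-late, AT1G54020, which encodes a GDSL lipase, had a log2 ratio of -2.54 ± 0.05. AT1G70270 had -2.50 ± 0.13 and AT2G27420 had -2.30 ± 0.26. The adjusted p from limma was 2.87e-10 for AT1G62070 and 2.49e-08 for AT1G54020. Across 23800 probes with a value on both unamplified hybridizations, Pearson's r was 0.946, and the SD between hybridizations was 0.187 on the log2 scale. At the threshold, 4191 probes were higher and 6180 lower in 90%-late, and without unamplified replicate 2 the counts were 2772 and 3549. Requiring 2-fold as well left 1469 and 1013. The correlation is across probes, which are not independent replicates.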

The single-round IVT amplification gave an even higher between-replicate correlation (*r* = .98), a phenomenon that has been reported by others [35, 36]. 

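After IVT the genes with a name highest in 90%-late were AT3G04150 (log2 ratio 6.93 ± 0.21, SD, n = 2), FOLB3 (AT3G21730, 6.66 ± 0.01), GH9B15 (AT4G23560, 6.58 ± 0.18), AT1G54870 (6.07 ± 0.88) and AT4G15390 (6.05 ± 0.04). FOLB3 belongs to folate synthesis. The genes with a name lowest in 90%-late were AT4G04545 (-2.81 ± 0.01), AT1G66870 (-2.77 ± 0.27), CSLA01 (AT4G16590, -2.77 ± 0.08), a cellulose synthase-like gene, and RXF26 (AT1G58430, -2.77 ± 0.19). The adjusted p from limma was 2.90e-10 for AT3G04150 and 2.46e-08 for CSLA01. Both IVT hybridizations gave a value for 23849 probes, across which r was 0.971 and the SD between hybridizations was 0.162. Of these probes, 5405 were called higher and 7624 lower, and 2127 and 1955 were also 2-fold or more. The share higher among the called was 41.5%, and 49.0% after centring on the median. Without IVT replicate 2, 4985 were called lower. Probes are not independent replicates, and no p is given for the correlation.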

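From 50 ng by 2IVT, the log2 ratio of AT1G31670 was 4.75 ± 0.65 (SD, n = 2), that of AOP3 (AT4G03050) 4.44 ± 0.17 and that of AT1G28590, a GDSL lipase gene, 4.17 ± 0.03. In the opposite direction AT1G66870 had -2.84 ± 0.02, AT2G15340 -2.75 ± 0.38 and AT3G23450 -2.73 ± 0.35. From 50 ng by PCR, the genes with a name highest in 90%-late were AT5G44380 (3.61 ± 0.37), CYP78A9 (AT3G61880, 3.41 ± 0.40), a cytochrome P450, AT5G24130 (3.20 ± 0.34), AT4G36700 (2.99 ± 0.74) and AT5G51490 (2.96 ± 0.21). AT4G23000 (-2.10 ± 0.29) and the serine carboxypeptidase-like gene scpl40 (AT3G63470, -1.97 ± 0.06) were lowest among the genes with a name. Each of these genes passed the threshold, with an adjusted p from limma of 1.01e-08 for AT1G28590 and 1.96e-06 for CYP78A9. Across probes, r between the 2IVT hybridizations was 0.888 (22263 probes) and that between the PCR hybridizations 0.774 (22916 probes), and probes are not independent replicates. The SD between hybridizations was 0.253 for 2IVT and 0.225 for PCR.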

The extreme amplifications also showed high between-replicate correlations of *r* = .8 and *r* = .9 for PCR and 2IVT, respectively. Puskas et al. [37] also found a higher correlation with IVT than with PCR, when the two amplifications were compared directly. Although our PCR and 2IVT correlations were somewhat lower than the more conventional target preparation strategies, they are consistent with other studies using RNA samples diluted down to tens of nanograms (*r* = .87–.94; [38, 39]).

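AT1G03890, the measured member of 9 listed seed storage protein genes, had a log2 ratio of 2.18 ± 0.06 (SD, n = 2) after 2IVT and 2.65 ± 0.27 after PCR. It was higher in 90%-late in both regimes, with an adjusted p from limma of 0.000686 and 0.000629. Over the list alone, where 1 gene leaves nothing to adjust, the call was the same. BETA-VPE (AT1G62710), a vacuolar processing enzyme, which cleaves seed storage proteins, had 2.78 ± 0.14 after 2IVT and 0.74 ± 0.42 after PCR (adjusted p = 3.04e-07 and 0.00467 from limma). ALC (AT5G67110), which acts in valve margins of the silique, had -0.34 ± 0.04 after 2IVT and -0.92 ± 0.19 after PCR and passed the threshold in both. Over all probes, 4637 were called higher and 5833 lower in 90%-late after 2IVT, and 3443 higher and 3756 lower after PCR. Of these, 1532 and 1251 after 2IVT and 558 and 241 after PCR were also 2-fold or more. The regimes share an estimate of the spread in these calls. With a separate fit for each regime, 7832 in place of 10470 probes were called after 2IVT. After PCR 7276 in place of 7199 were called. Without PCR replicate 1 the PCR counts were 2070 and 2086, and without PCR replicate 2 they were 1794 and 1904.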

In summary, amplification of 50 ng of RNA by either two rounds of IVT or PCR produced sufficient product for reproducible microarray hybridizations.

### 3.5. Amplification affects the profile of the RNA population

To determine if the different amplification methods fundamentally altered the global representation of the transcript populations, we first considered variations in the MA plots. These plots graph intensity on the *x*-axis versus Log_2_ of the differential expression on the *y*-axis. Our experimental design generated the expected asymmetrical form when the unamplified data were plotted in this way (Figure 4). 

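Without amplification the genes high in 90%-late reached far larger ratios than those high in the early sample. Besides the 4 genes named above, AT5G55410 had a log2 ratio of 7.70 ± 0.09 (SD, n = 2), AT1G62210 7.43 ± 0.10 and AT4G36700 6.83 ± 0.35. Among genes higher in the early sample, CSLA01 had -2.29 ± 0.31, RXF26 -2.23 ± 0.03 and AT1G66870 -2.20 ± 0.05. By the paper's design, the 10% early material in the 90%-late sample limits genes expressed only early to a ratio of 10-fold, or 3.32 on the log2 scale. In the unamplified means, 202 probes lay beyond this ratio towards 90%-late and 1 towards early. At or beyond 4-fold the counts were 510 and 39. The 0.1 and 99.9 percentiles of the log2 ratio were -2.12 and 7.32 in 1 hybridization and -2.19 and 7.42 in the other.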

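Oil body proteins, which coat the oil stores of maturing seeds, were measured for 5 listed genes in the unamplified regime, of which 4 were higher in 90%-late and none was lower (4 adjusted over the list alone). The log2 ratio of AT3G01570, an oleosin gene, was 8.98 ± 0.12 (SD, n = 2) unamplified, 3.02 ± 0.27 after IVT, 0.67 ± 0.04 after 2IVT and 2.03 ± 0.03 after PCR. OLEO3 (AT5G51210) had 6.11 ± 0.30, 3.43 ± 0.38, 1.23 ± 0.12 and 1.33 ± 0.13 in the same order. AT2G25890 went the other way, from 1.27 ± 0.27 unamplified to 2.53 ± 0.30 after IVT and 2.44 ± 0.04 after 2IVT. Of 9 measured genes of late embryogenesis abundant proteins, which accumulate as seeds dry, 9 were higher in 90%-late unamplified, after IVT and after 2IVT, and 6 after PCR (the same counts adjusted over the list alone). AT3G17520 among them had 5.53 ± 0.20, 4.77 ± 0.24, 3.42 ± 0.05 and 1.44 ± 0.36, and AT3G15670 had 5.00 ± 0.45, 5.89 ± 0.70, 2.85 ± 0.21 and 2.37 ± 0.42. The median difference from the unamplified regime over 3 oil body genes measured on all hybridizations was -2.68 for IVT, -4.89 for 2IVT and -4.78 for PCR (camera adjusted p = 0.000703, 3.07e-07 and 6.73e-08). Over all measured oil body genes it was -0.13 for IVT (5 genes) and -3.21 for 2IVT (4 genes), with 1 gene called higher than unamplified in each. Over the 9 late embryogenesis abundant genes it was 0.87 for IVT, -0.94 for 2IVT and -2.40 for PCR (camera adjusted p = 0.0285, 0.182 and 1.11e-09). The lists' differences for 2IVT and PCR that passed also passed with an estimated correlation, whereas both differences for IVT had adjusted p = 0.212 with an estimated correlation. The late embryogenesis abundant difference for IVT had adjusted p = 0.0991 without unamplified replicate 1.

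**Figure D1:**
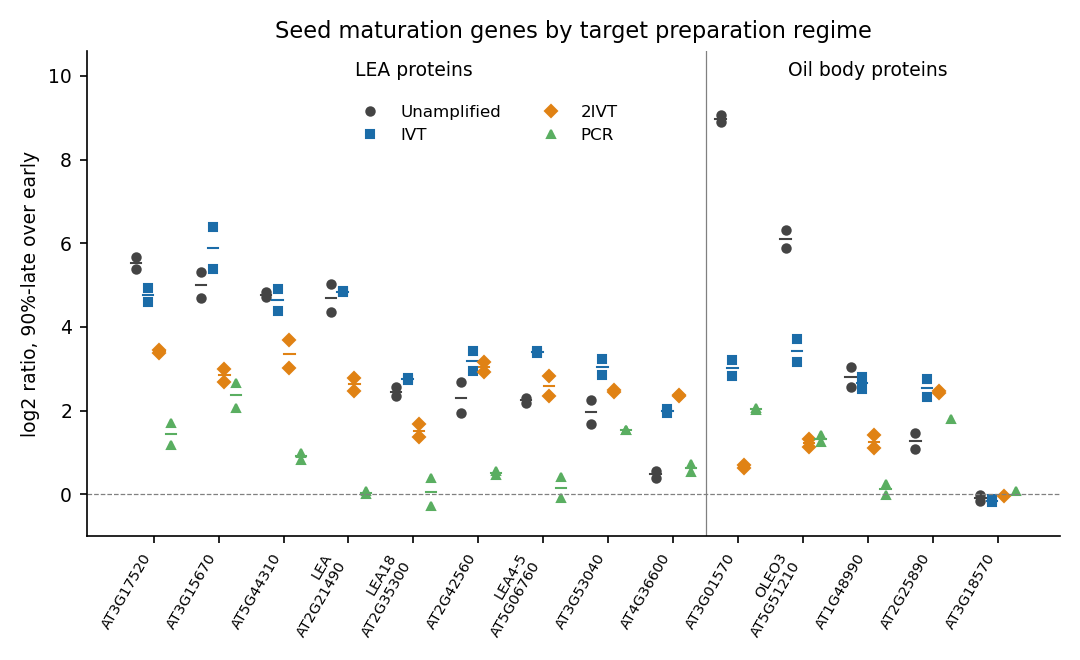
Log2 ratio of 90%-late over early for late embryogenesis abundant genes and oil body genes in each target preparation regime. Each point is a hybridization and each short line the mean of a gene's 2 hybridizations. AT3G01570 lies at 8.98 unamplified and at 0.67 after 2IVT.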

All amplification regimes deviated from this pattern and appeared to compress the differential signals reported in the unamplified dataset. 

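ALPHA-VPE (AT2G25940), a vacuolar processing enzyme, had log2 ratios of 5.14 ± 0.07 (SD, n = 2) unamplified, 5.08 ± 0.11 after IVT, 2.71 ± 0.10 after 2IVT and 2.02 ± 0.09 after PCR. DELTA-VPE (AT3G20210) had 0.71 ± 0.18, 0.25 ± 0.00, 0.06 ± 0.02 and 0.07 ± 0.10, of which the unamplified value passed the threshold. The genes measured of the list for storage protein folding and processing were all vacuolar processing enzymes. Of these, 3 of 3 measured were higher unamplified, 3 of 4 after IVT, 2 of 4 after 2IVT and 3 of 4 after PCR (3, 4, 2 and 3 adjusted over the list alone). Against all other genes the list was tested over 3 of these enzymes, without BETA-VPE. It had a camera adjusted p of 0.000161 unamplified, 0.0175 after IVT, 0.165 after 2IVT and 0.0310 after PCR. With an estimated correlation the adjusted p was 0.126 after IVT and 0.170 after PCR, and without PCR replicate 2 the adjusted p from camera after PCR was 0.0602. Over all probes, the slope of the amplified on the unamplified log2 ratio was 0.947 ± 0.026 (SD, n = 2) for IVT, 0.662 ± 0.014 for 2IVT and 0.338 ± 0.004 for PCR. The slopes were corrected for noise in the unamplified mean, through covariances between the separate hybridizations. Without the 1% of probes with the largest ratios it was 1.12, 0.841 and 0.403, and as a ratio of SDs 1.15, 0.894 and 0.558.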

The magnitude of compression was (from lowest to highest) IVT, 2IVT, and PCR. 

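CHIL (AT5G05270), a flavonoid gene of the seed coat higher in the early sample, had log2 ratios of -0.90 ± 0.15 (SD, n = 2) unamplified, -0.90 ± 0.01 after IVT, -1.03 ± 0.30 after 2IVT and -0.71 ± 0.15 after PCR. DFR (AT5G42800), of the same pathway, had -0.66 ± 0.07, -0.25 ± 0.08, 0.03 ± 0.05 and -0.27 ± 0.01, and passed the threshold unamplified only. Of the 3 flavonoid genes measured, 3 were lower in 90%-late unamplified, 2 after IVT, 1 after 2IVT and 1 after PCR (3, 3, 1 and 2 adjusted over the list alone). The list did not pass camera, with adjusted p = 0.0636, 0.0756, 0.644 and 0.0843 in the same order, and after 2IVT its median was 0.03 while the test ran towards lower. AT1G70270 had -2.64 ± 0.05 after IVT, -2.68 ± 0.58 after 2IVT and -1.53 ± 0.29 after PCR. AT1G54020 had -2.10 ± 0.10, -1.94 ± 0.21 and -0.73 ± 0.01. Among probes of 2-fold or more towards 90%-late, the slope was 0.868 ± 0.027 for IVT, 0.560 ± 0.024 for 2IVT and 0.290 ± 0.015 for PCR. Towards early it was 1.05 ± 0.02, 0.870 ± 0.037 and 0.383 ± 0.006. Probes were selected on 1 unamplified hybridization and measured on the other, and the difference between directions exceeded the SD of each slope. Over late probes of 2-fold to 4-fold only, the slope was 1.10, 0.793 and 0.396, above that towards early for IVT and below it for 2IVT. For PCR it was above that towards early by less than 0.015, the SD of the late slope.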

The compression comprised a more reduced differential in the direction of the 90%-late sample than that observed in the early sample. This suggests that highly differential values were more affected than moderate fold changes. This was also evident in the correlation plots drawn between the amplified data and the unamplified data, where the most differential signals fell away from the *r* = 1 line (Figure 3(b)). 

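AT1G62060 had log2 ratios of 2.05 ± 0.24 (SD, n = 2) after IVT, 0.10 ± 0.04 after 2IVT and 1.70 ± 0.16 after PCR. These lie below its unamplified value by more than the spread between hybridizations, and the difference for 2IVT was -9.29 (adjusted p = 6.43e-10 from limma). AT1G62000 had 1.48 ± 0.83, 0.09 ± 0.07 and 2.30 ± 0.25. Near 0 on both 2IVT hybridizations, neither gene passed the threshold there (adjusted p = 0.526 and 0.768 from limma). A moderate differential, AT2G42560, a late embryogenesis abundant gene, had 2.31 ± 0.52 unamplified, 3.18 ± 0.34 after IVT and 3.04 ± 0.16 after 2IVT. Over 48 probes of more than 64-fold towards 90%-late, the mean log2 ratio was 47.7% of the unamplified mean after IVT, 26.8% after 2IVT and 23.6% after PCR. Over 249 probes of 4-fold to 8-fold it was 120%, 85.1% and 31.0%, and over 878 probes of 2-fold to 4-fold it was 110%, 79.04% and 40.1%. Towards early, 892 probes of 2-fold to 4-fold gave 103%, 85.5% and 38.3%, and 33 probes beyond 4-fold gave 105%, 84.8% and 33.9%.

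**Figure D2:**
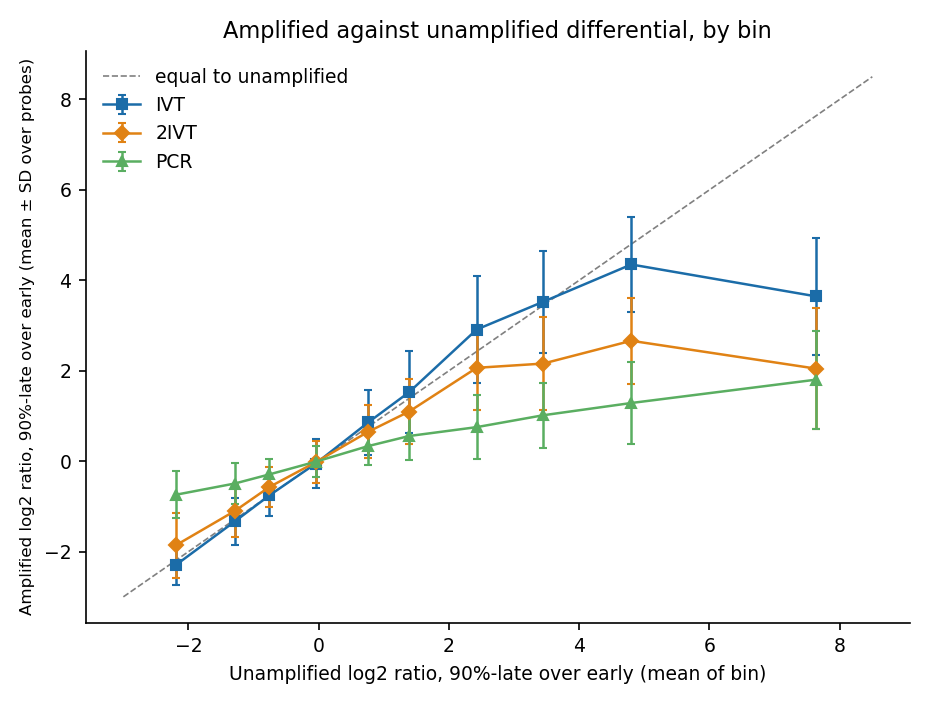
Mean log2 ratio after IVT, 2IVT and PCR against the mean unamplified log2 ratio, for probes binned by the unamplified ratio. Bars are the SD over the probes of a bin and the dashed line marks equal ratios. In the highest bin the unamplified mean is 7.64 and the amplified means are 3.64, 2.05 and 1.80.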

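AT1G62070 had log2 ratios of 3.80 ± 0.69 (SD, n = 2) after IVT, 2.79 ± 0.69 after 2IVT and 1.55 ± 0.06 after PCR. Its difference from the unamplified regime was -8.09 for PCR (adjusted p = 6.86e-08 from limma). AT1G62225 had 1.96 ± 0.19, 1.28 ± 0.17 and 1.81 ± 0.21. Of 49 probes with an unamplified log2 ratio of at least 6 and a value after 2IVT, 12 lay under 2-fold there, with a median of 0.11. AT5G55410, beyond that ratio unamplified, kept 4.60 ± 0.45 after 2IVT, with 4.97 ± 0.15 after IVT and 1.07 ± 0.03 after PCR. These probes were selected on the unamplified mean that they are compared with.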

The amplification regimes also reported a more consistent spread of intensity values (Figure 4).

To assess the affects of amplification on relative transcript abundance, we calculated the total intensity (sum of red and green signals) for each gene within each treatment. These values were placed in rank order and were split into five groups based on intensity. The transcripts contained within each intensity bin were then tracked back to see which intensity groups the transcript originated from in the unamplified samples. Amplification caused alterations in the relative intensity of a subset of genes; an effect that was most pronounced with extreme IVT- or PCR-based amplifications (Figure 5). PCR was the worst affected, with many transcripts moving into widely different intensity groups.

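CSLA01 stayed low in 90%-late under every regime, with log2 ratios of -2.02 ± 0.12 (SD, n = 2) after 2IVT and -1.84 ± 0.19 after PCR. AT2G28720, a histone gene, had 1.85 ± 0.27 unamplified, 2.15 ± 0.07 after IVT, 1.54 ± 0.39 after 2IVT and 0.62 ± 0.13 after PCR. Another histone gene, AT3G53730, had -0.62 ± 0.27, -0.68 ± 0.10, -1.05 ± 0.25 and -0.30 ± 0.03. Of 13 measured histone genes, 1 was higher and 6 were lower in 90%-late unamplified, 1 and 6 after IVT, 1 and 9 after 2IVT, and 3 and 2 after PCR (1 and 6, 1 and 7, 1 and 9, and 3 and 2 adjusted over the list alone). As a list they did not pass camera in any regime (adjusted p = 0.579, 0.370, 0.0686 and 0.802). Without 2IVT replicate 2 the adjusted p after 2IVT was 0.0483. Across probes, which are not independent replicates, r with the unamplified means was 0.798 for IVT (23174 probes), 0.721 for 2IVT (21871 probes) and 0.590 for PCR (22326 probes). Between single hybridizations it ranged from 0.768 to 0.792, from 0.650 to 0.726 and from 0.536 to 0.551.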

Our amplified data gave good positive correlations to the unamplified samples (*r* = .62–.83) and independent studies describe similar values [40, 41]. Many studies that assess fidelity of amplification have been carried out using Affymetrix Genechip technology [10, 13]. These studies tend to give higher correlations between amplified samples, than those obtained here using academic printed slides, a situation that is perhaps partly attributable to issues of manufacture. However, Genechip technology can exclude up to 50% of the genes detected by long oligonucleotide-based arrays, based on their low signal intensity. This effectively excludes transcripts with low correlations from the analysis [42]. Furthermore, in the majority of Genechip studies, the conventional target preparation method used is a mild form of IVT based-amplification. If we compare our two-round IVT amplification to our IVT labelled sample our correlation increases from a Pearson correlation of *r* = .78 to .9. Conversely, our PCR amplified dataset had a lower correlation to the IVT labelled sample than it did to the unamplified dataset. This indicates that the different amplification strategies can introduce different distinct biases. 

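AT4G14980 had a log2 ratio of 0.01 ± 0.17 (SD, n = 2) unamplified, 3.22 ± 0.29 after IVT and 3.05 ± 0.09 after 2IVT. AT1G26400 had 0.58 ± 0.16, 3.23 ± 0.06 and 3.81 ± 0.17, and AT2G17860 had -0.14 ± 0.03, 1.65 ± 0.42 and 3.36 ± 0.11. The difference between 2IVT and unamplified was 3.04 for AT4G14980, 3.22 for AT1G26400 and 3.51 for AT2G17860 (adjusted p = 1.82e-06, 4.27e-07 and 2.32e-06 from limma). These genes were named for the size of that difference. Between the means of IVT and 2IVT, r was 0.868 across 21988 probes, and between single hybridizations it ranged from 0.795 to 0.882.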

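AT5G16340 was lower in 90%-late without amplification (log2 ratio -1.49 ± 0.28, SD, n = 2), after IVT (-1.49 ± 0.04) and after 2IVT (-1.12 ± 0.10), and higher after PCR (1.19 ± 0.10). Its difference between PCR and unamplified was 2.68 (adjusted p = 1.82e-06 from limma). AT2G36550 had -1.99 ± 0.24, -1.59 ± 0.36, -0.45 ± 0.26 and 0.42 ± 0.02 in the same order, a difference of 2.41 for PCR (adjusted p = 1.89e-05 from limma). AOP3 (AT4G03050), a dioxygenase of glucosinolate synthesis, had 5.00 ± 0.53 unamplified, 5.17 ± 0.20 after IVT, and after PCR it did not pass the threshold at 0.35 ± 0.17. Across 22279 probes r between PCR and IVT was 0.470, and between single hybridizations 0.420 to 0.448. That between PCR and 2IVT was 0.472 across 21128 probes, with 0.406 to 0.449 between single hybridizations.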

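PSAE-1 (AT4G28750), a photosystem I gene, had log2 ratios of -0.31 ± 0.01 (SD, n = 2) unamplified, -1.78 ± 0.02 after IVT, 0.06 ± 0.01 after 2IVT and -0.58 ± 0.08 after PCR. LHCB4.1 (AT5G01530), of the light-harvesting complex, had 0.51 ± 0.16, 0.04 ± 0.08, 0.09 ± 0.03 and 0.18 ± 0.02, and LHCB4.3 (AT2G40100) had -0.43 ± 0.02, -0.44 ± 0.02, -0.53 ± 0.24 and -0.10 ± 0.11. Of 5 measured photosynthesis genes, 1 was higher and 3 were lower in 90%-late unamplified, 3 were lower after IVT, 1 after 2IVT and 2 after PCR, with none higher after amplification (2 higher unamplified and otherwise the same counts adjusted over the list alone). The list did not pass camera in any regime (adjusted p = 0.879, 0.283, 0.872 and 0.386). AT3G04150 had 3.95 ± 0.40 unamplified, 3.46 ± 0.01 after 2IVT and 1.02 ± 0.07 after PCR. Tested against the unamplified ratio by limma, 1865 probes were higher and 2100 lower after IVT, 1790 and 1921 after 2IVT, and 2472 and 2188 after PCR. After scaling all hybridizations to the same median absolute log2 ratio the counts for IVT were 1109 and 1289. Leaving out a single hybridization gave as few as 893 and 784 for IVT (without IVT replicate 2), 868 and 889 for 2IVT (without unamplified replicate 1) and 1177 and 1261 for PCR (without unamplified replicate 2), and requiring 2-fold gave 746 and 553, 506 and 644, and 556 and 883.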

Other aspects of target preparation can also introduce sources of variation that can affect the correlation between datasets. Reverse transcriptases can vary in their ability to yield useful amounts of cDNA from limiting amounts of RNA [43] and in their ability to generate cDNA that largely maintains the length of the original transcript, an important issue when using oligonucleotide-based microarrays (see later). Comparison of DNA hybridizations (unamplified and PCR), with fragmented aRNA hybridizations (IVT), may also introduce variation due to different hybridization kinetics [44].

Despite obvious alterations in the observed signal from our hybridizations after amplification, we wanted to assess whether the direction of differential expression was consistent. The genes that reported a two-fold differential expression in the unamplified treatments were tracked in the amplified data. It became apparent that while many genes reported an altered level of differential expression, the majority of these genes gave a consistent direction of change, irrespective of the method used or extreme nature of the amplifications (Figure 6). 

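AT1G14430, lower in 90%-late, had log2 ratios of -1.51 ± 0.16 (SD, n = 2) unamplified, -1.72 ± 0.03 after IVT, -1.62 ± 0.39 after 2IVT and -1.95 ± 0.62 after PCR. AT3G56350, higher in 90%-late, had 4.27 ± 0.39, 5.97 ± 0.09, 3.76 ± 0.35 and 1.18 ± 0.28. GH9B15 had 4.92 ± 0.65 unamplified, 3.77 ± 0.18 after 2IVT and 2.11 ± 1.52 after PCR, where its hybridizations lay far apart. Among 2458 probes of 2-fold or more unamplified, 77.4% kept the direction and 2-fold after IVT (exact 95% binomial interval 75.7 to 79.1), 21.6% kept the direction only, and 0.976% changed direction. For 2IVT these shares were 60.8% (58.8 to 62.8), 36.7% and 2.54% of 2405 probes. For PCR they were 23.0% (21.3 to 24.7), 65.4% and 11.7% of 2344 probes. A change of direction by 2-fold or more was seen for 0 probes after IVT, 0 after 2IVT and 4 after PCR, and a count of 0 allows a share of up to 0.150% and 0.153%. The intervals cover counting error only, and probes are not independent.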

Considerable variation in fold change has been observed in microarray data sets, compared to real-time PCR [45–47]. Often microarray data changes are compressed and this phenomenon is more apparent in amplified samples [48]. Ignoring or relaxing the fold change cutoff and using statistical methods can to a large extent eliminate problems due to compression. Jenson et al. [48] found that by dropping the threshold from 2 to 1.5, they got an increased number of differentially expressed genes common to both cDNA (unamplified) and aRNA (amplified) generated microarray data sets.

Overall, our results suggest that while the different amplification methods report variable differential expression for the same gene, they are reasonably reliable at indicating if a gene is up- or down-regulated. Thus, in instances where compression is likely, such as with extreme amplifications, it might be advisable to base interpretation of data mainly on the direction of change.

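AT4G15390 was called higher in 90%-late at every level of compression, with log2 ratios of 4.33 ± 0.09 (SD, n = 2) unamplified, 3.26 ± 0.09 after 2IVT and 2.47 ± 0.46 after PCR. AT1G03890, the storage protein gene, had 5.18 ± 1.59 unamplified and 4.84 ± 0.45 after IVT, called higher in both. AT4G04545 was called lower throughout, with -2.05 ± 0.34 unamplified, -2.24 ± 0.17 after 2IVT and -0.82 ± 0.22 after PCR. Of 7844 probes called by limma both unamplified and after IVT, 195 were called in opposite directions (2.49%). For 2IVT this held for 165 of 6432 probes (2.57%), and for PCR for 320 of 4376 (7.31%). If the directions of these probes were independent between regimes, 3810, 3165 and 2179 opposite calls would arise. Every regime used the same pair of RNA samples with the same dyes, so the directions were bound to be related. The counts under independence are therefore no test of reliability, and agreement between regimes does not separate stage from dye. From genes that kept their direction while their level of differential expression altered, the paper proposes that the methods report variable ratios for a gene and yet are reasonably reliable for whether it is up- or down-regulated.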

### 3.6. Different amplification methods identify different differentially expressed genes

Our experiments were not designed to give precise data about the differential expression of specific genes. Nevertheless, large fluctuations in the numbers of transcripts reporting two-fold differential expression were apparent, and worthy of comment. 

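AT5G24130 lay under 2-fold without amplification (log2 ratio 0.89 ± 0.44, SD, n = 2) and well over it after IVT (4.21 ± 0.12), 2IVT (2.64 ± 0.22) and PCR (3.20 ± 0.34). AT4G36600, a late embryogenesis abundant gene, had 0.48 ± 0.11 unamplified, 2.00 ± 0.06 after IVT, 2.36 ± 0.01 after 2IVT and 0.64 ± 0.14 after PCR. AT4G23000 had -1.08 ± 0.05 unamplified, -0.89 ± 0.00 after IVT and -0.37 ± 0.06 after 2IVT, so that it was 2-fold without amplification and not in either IVT regime. At 2-fold or more, 1470 probes were towards 90%-late and 1014 towards early unamplified, 2127 and 1956 after IVT, 1532 and 1252 after 2IVT, and 559 and 242 after PCR. At 1.5-fold the counts were 2585 and 3334, 3533 and 4691, 2946 and 3287, and 1535 and 1557. After scaling to the same median absolute log2 ratio, 518 probes were 2-fold towards early after PCR. With 2-fold required on both hybridizations there were 138, and 824 after 2IVT.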

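GAMMA-VPE (AT4G32940), a vacuolar processing enzyme, was 2-fold without amplification only, with log2 ratios of 2.63 ± 0.07 (SD, n = 2) unamplified, 0.75 ± 0.02 after IVT, 0.06 ± 0.03 after 2IVT and 0.40 ± 0.09 after PCR. PDF1.2c (AT5G44430), a plant defensin, was 2-fold after IVT only, with -0.26 ± 0.10, 3.19 ± 0.11, 0.83 ± 0.31 and -0.31 ± 0.13. The difference of PDF1.2c between IVT and unamplified was 3.45 (adjusted p = 1.19e-06 from limma). Both genes were named for other reasons than being unique. Counting 2-fold probes that are not 2-fold in any other regime gave 378 unamplified (15.2% of the 2-fold probes of the regime, exact 95% binomial interval 13.8 to 16.7), 1289 after IVT (31.6%, 30.2 to 33.0), 459 after 2IVT (16.5%, 15.1 to 17.9) and 162 after PCR (20.2%, 17.5 to 23.2). A probe with no pair of values in another regime counted as not 2-fold there. Scaled to the same median absolute log2 ratio, the unique counts were 571 unamplified, 578 after IVT and 445 after PCR. Without 2IVT replicate 2 there were 967 for 2IVT, and without PCR replicate 1 there were 299 for PCR.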

The different amplification regimes reported a sizable percentage (6%–12%) of unique differentials (Table 2(a)). Furthermore, the mild IVT amplification reported more genes with a differential expression (>2-fold) than all other treatments, including the unamplified data (Table 2(b)). 

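FOLB3, already high in 90%-late, had a log2 ratio of 5.05 ± 0.24 (SD, n = 2) unamplified, and was higher after IVT by 1.60 (adjusted p = 8.22e-05 from limma). AT1G54870 had 5.57 ± 0.42 unamplified and 6.07 ± 0.88 after IVT, a difference of 0.50 that did not pass the threshold (adjusted p = 0.391 from limma). LEA4-5 (AT5G06760), a late embryogenesis abundant gene, had 2.25 ± 0.09 and 3.39 ± 0.03, a difference of 1.14 (adjusted p = 0.00363 from limma). In both directions together, 4083 probes were 2-fold or more after IVT, 2484 unamplified, 2784 after 2IVT and 801 after PCR. The variance of the mean log2 ratio over probes was 0.860 after IVT and 0.632 unamplified. After scaling to the same median absolute log2 ratio, 1707 probes were 2-fold towards 90%-late and 1220 towards early after IVT. Unamplified there were 1546 and 1174. Over 86 probes of 16-fold to 64-fold towards 90%-late, the mean log2 ratio after IVT was 90.6% of the unamplified mean.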

When we plotted the fold change of the unique IVT and unamplified differentials against their total intensities, the data were similarly distributed to the right of the 3x background intensity cutoff (Figure 7(a)). However, when we plotted the unique IVT differentials against the intensity values from the unamplified data, it became apparent that the majority of the unique IVT differentials represented transcripts of low intensity in the unamplified dataset (Figure 7(b)). This indicated that in some instances, amplification can increase the absolute signal intensity allowing more differentials to be identified. The emergence of such data from low intensity background probably represents a systematic bias in the amplification of specific transcripts. Nevertheless, several studies have verified that differentials specifically identified in amplified samples can be validated by other methods, such as real-time PCR [31, 49, 50].

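BETA-VPE had a value on a single unamplified hybridization, and was measured on both after IVT with a log2 ratio of 3.61 ± 0.01 (SD, n = 2). BBM (AT5G17430), an embryo regulator and the measured member of 16 listed embryo marker genes, likewise lacked a pair of unamplified values and had 1.84 ± 0.03 after IVT and 0.05 ± 0.35 after PCR. It was called higher after IVT (adjusted p = 5.57e-06 from limma) and did not pass after PCR. Over the list alone, where 1 gene leaves nothing to adjust, the calls were the same. Unamplified and after 2IVT it had a value on a single hybridization each, 0.29 and 1.99, and was not tested. PDF1.3 (AT2G26010), a defensin chosen after its values were seen, had 0.32 ± 0.15 unamplified, 3.65 ± 0.23 after IVT, 1.08 ± 0.34 after 2IVT and 0.03 ± 0.08 after PCR. Over the 4 regimes 5297 probes were 2-fold or more in at least 1 of them, 2288 in 1 regime, 1483 in 2, 1206 in 3 and 320 in 4. To the 2484 unamplified differentials, IVT added 2180 probes, 2IVT 1322 and PCR 259. Of the added probes, 851 were shared by IVT and 2IVT and 45 by all amplified regimes. No measure independent of the arrays was used here to tell which added probes differ in the RNA.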

Taken together, these data suggest that even if RNA yields were conducive to conventional cDNA hybridizations, the optimum strategy for compiling a list of differentially expressed genes would be several hybridizations using a combination of different target preparation regimes.

### 3.7. Extreme amplification can truncate representative aRNA and cause subsequent reduction in signal on long oligonucleotide arrays

The second round of IVT uses a random primer for first-strand cDNA synthesis, a process that may lead to truncation of the representative target molecules [51]. To assess the effect of the second-round IVT on our data, each treatment dataset was ranked based on total intensity and the ranks for each probe were compared to rankings in the unamplified data.The relative ranking was calculated such that positive or negative changes in rank indicated an increase or decrease in relative signal within the target population, respectively. This change in apparent signal was then plotted versus the distance of the corresponding target probe sequence from the 3′ end of the annotated target transcript (Figure 8). Our microarrays were printed using the Operon version 1.0 *Arabidopsis* oligonucleotide set. Whilst these oligonucleotides were designed to the 3′ region of genes, their position varies with regard to distance from the polyA tail. The plot shown in Figure 8 indicated that more genes were being lost from our dataset if extreme amplifications were used for target preparation, and that this correlated with the design of some of the microarray oligos being more 5′ biased than others. Although not as severe as the target truncation introduced during the random priming of the second round of IVT, PCR amplification also has detrimental affects on target length (Figure 8). The template switching method utilized by the PCR regime integrates primer sites into both the 5′ and the 3′ ends of the representative cDNA templates that should negate issues of 3′ bias. However, other studies have also found that PCR can generate products shorter than those obtained from one round of IVT [52]. This is presumably due to differences in the abilities of different reverse transcriptases to generate full-length cDNA.

The latest version of the Operon *Arabidopsis* oligonucleotide set should be less sensitive to target truncation, as it is more 3′ optimized. In addition, not all array types will be as affected by target truncation. Arrays based on printed full-length cDNAs, tiling arrays, and conventional Affymetrix Genechips will have better 3′ representation than our arrays. The long oligonucleotide arrays used in this study generally had a single probe representing each transcript. This is in contrast to Affymetrix Genechips, which have several probes per transcript that are 3′ optimized. In instances where more than one round of IVT are used, this can be advantageous. Casson et al. [53] generated target populations from LCM harvested embryo cells prepared for Genechip analysis by three rounds of IVT-based amplification. They also found a reduction in 3′ representation for some transcripts, but by considering fewer representative probes in their analysis they were able to identify a larger number of embryo-expressed genes [53].

### 3.8. Tissue-specific microarray analysis of endosperm

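AT5G44310, a late embryogenesis abundant gene, had log2 ratios of 4.77 ± 0.09 (SD, n = 2) unamplified, 3.35 ± 0.48 after 2IVT and 0.91 ± 0.11 after PCR. LEA (AT2G21490) had 4.69 ± 0.46, 2.63 ± 0.20 and 0.04 ± 0.06, and passed the threshold after 2IVT but not after PCR. FOLB3 had 4.76 ± 0.06 after 2IVT and 0.60 ± 0.10 after PCR. AT3G01570 and CYP78A9 went the other way, CYP78A9 with 5.67 ± 0.11 unamplified, 2.68 ± 0.00 after 2IVT and the higher ratio after PCR. Of the unamplified 2-fold probes, 63.1% of those towards 90%-late and 57.5% of those towards early kept 2-fold after 2IVT, and 29.2% and 13.8% after PCR. The late embryogenesis abundant list had a camera adjusted p of 2.21e-09 after 2IVT and 0.000742 after PCR. With an estimated correlation the camera adjusted p was 0.0434 after 2IVT and 0.170 after PCR. The difference between 2IVT and PCR itself was not tested.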

We have shown here that the two-round IVT-based amplification provided good between replicate correlations and that it was the extreme amplification method that best represented our unamplified data. However, since this data was obtained using 50 ng of conventionally purified RNA rather than RNA obtained from a microdissected sample, we investigated whether microarray data produced u sing LCM-derived RNA also gives highly reproducible results. We used a two-round IVT-based amplification to obtain expression profiles from three replicate endosperm samples microdissected from sections of 4 DAP siliques and from the tissues remaining post-microdissection scraped from one of the sample slides. The tissue scrape aRNA was used as a universal control for all endosperm hybridizations. This approach was used to minimize alterations in the measured differential expression due to differences in RNA quality [54].

### 3.9. Reproducibility of array data obtained using LCM endosperm

The silique sample (tissue scrape) included a proportion of endosperm such that the MA plots for hybridizations between silique tissue scrapes and LM endosperms described an asymmetrical form similar to our previous amplification experiments (Figure 9(c)). Pearson correlations between our replicates were high (0.88–0.93) indicating that the microarray data produced using our LM-derived RNA generated highly reproducible results. The lowest correlations were obtained from comparisons between biological replicates that incorporated dye-swaps (Figures 9(a) and 9(b)). 18 220 unique probes gave signal higher than two-fold background and were represented in at least three of the four hybridizations. *P* values were calculated to assess the variation of the signal across the four endosperm hybridizations. Twelve thousand seven hundred and ten (12 710) probes gave consistent signal with *P* values of <.05. Of this list, approximately 5 000 probes allocated to individual loci were differentially expressed in the endosperm sample using a 1.5-fold cutoff or approximately 2700 probes if a 2-fold cutoff was used (listed in the Supplementary Table 1 available at doi:10.1155/2007/61028).

### 3.10. The LM endosperm array data does not appear to be contaminated with seed coat- or embryo-specific genes

During LCM of endosperm from seed at 4 DAP, many individual microdissections were performed. Tissues such as the inner endothelium of the developing seed coat and the developing embryo are immediately adjacent to the endosperm and are the most likely contaminants of our endosperm samples. Few genes have been characterized as being preferentially expressed in the inner endothelium of the seed coat at 4 DAP. However, two such genes TT8 and BAN [55, 56] gave consistent signal in our array data and were used to assess seed coat contamination (TT8 was also represented on our slides by two independent probes). Both these seed coat markers were excluded from our endosperm expressed list even using a 1.5-fold cutoff, indicating that there is little seed coat contamination of our endosperm LM samples.

To screen our data for embryo contamination, we compiled a list of sixteen embryo-expressed genes from the literature. In an LCM study that targeted *Arabidopsis* embryos at early stages of development, Casson et al. [53] validated their embryo Genechip experiments using a list of embryo-expressed genes. This study also generated several reporter-GUS lines that provided evidence for the expression of several additional genes in early embryos. Thirteen of the sixteen embryonic markers were excluded from our endosperm-expressed list using a 2-fold cutoff. Of the three embryonic markers present in the endosperm expressed list, *LEC1* has been reported to be expressed in both the embryo and the endosperm at heart stage by *in situ* hybridization [53, 57] and there is evidence from an At1g48630 promoter-GUS reporter lines that this gene is also expressed in both embryo and endosperm [53, 57].

The expression of the third embryonic marker, *FUS3*, in the endosperm at 4 DAP is inconsistent with the genes characterization in the current literature. Both *FUS3* promoter-GUS [58] and FUS3-GFP translational fusions [59] give strong and highly specific activity in globular embryos. Expression of *FUS3* in the embryo at heart stage (approximately 4 DAP) then becomes more restricted to the outer protodermal tissues. Interestingly during the later stages of development, *FUS3* expression is reported to be strong in the endosperm tissues that form the aleurone layer. It is possible, therefore, that at 4 DAP, *FUS3* is starting to make the transition from embryonic-specific expression to a more widespread expression pattern. Furthermore, the strong signal from the embryo may obscure a lower more diffuse activity in the endosperm. Images presented for *FUS3* promoter-GUS fusions by Tsuchiya et al. [58] appear to be consistent with this hypothesis since the endosperm visible in the heart stage sample (limited to the embryo surrounding region) appears to show GUS activity. Thus, our endosperm-expressed list does not appear to be contaminated with any genes that are unequivocally expressed specifically in the embryo.

To further validate our data, the expression of the two embryonic marker genes not described in the literature as endosperm expressed (*FUS3* and At4g48630) were validated by real-time PCR. Real-time PCR of the embryonic marker At5g16780 and seed coat marker TT8 were also used to clarify the expression of marker genes close to the 1.5-fold cutoff (Table 3). For the embryonic markers (FUS3, At1g48630, and At5g16780) real-time PCR gave largely equivalent values to those obtained from the array experiments. For TT8, the differential expression observed by real-time PCR was slightly higher in the endosperm direction than that observed in our array data and took the transcript over the 1.5-fold threshold to a value of 1.66. Since both TT8 and At5g16780 marker genes gave some evidence of being over 1.5-fold differentially expressed in the endosperm, it was thought prudent to limit the endosperm-expressed list to genes above a 2-fold cutoff (Table 3).

### 3.11. Known endosperm-expressed genes are present in the LM endosperm data

To confirm that our approach could detect differential expression of known endosperm-expressed genes, we identified a number of genes from the literature that have been described as endosperm-preferred or endosperm-specific. Tiwari et al. [16] recently identified a number of candidate genes that gave strong evidence for endosperm-preferred expression. A selection of these was used for validation by promoter-GUS fusions [16]. Four of the genes identified as having upstream regions that can drive GUS expression during the early stages of endosperm development gave consistent signal in our LM data (At5g46950, At5g07210, At5g39260, At2g41000). However, only At5g07210 (ARR21), a two-component response regulator, was identified as having endosperm-preferred expression from our 4 DAP data.

Interestingly, expression of both At5g46950 and At5g39260 in the AtGenExpress Genechip developmental series [60] is only evident in siliques at 3 DAP, when the seed contains globular stage embryos, and not in siliques at 4 DAP (heart stage). This suggests that the LM endosperm data is extremely accurate with regard to developmental stage. Further evidence for this is provided in a study that examined the expression of isopentenyltransferases (IPT) genes by promoter-GUS reporter constructs. *IPT* genes catalyze the rate limiting step of cytokinin biosynthesis in *Arabidospsis*, and Miyawaki et al. [61] found that *IPT4* and *IPT8* were expressed predominantly in the chalazal endosperm of developing seed. *IPT8* had a slightly more extensive expression pattern in the endosperm and persisted until late heart stage, whereas *IPT4* was very specific to the chalazal cyst and the activity in IPT4-GUS transformants disappeared prior to heart stage. The inclusion of *IPT8* in our endosperm-preferred list (and the exclusion of *IPT4*) is consistent with precise sampling of the endosperm at 4 DAP when the seeds are at the early to mid heart stages of development.

At2g41000 encodes a DNAJ heatshock protein that describes a range of different expression patterns in the literature. The At2g41000 promoter-GUS fusion described by Tiwari et al. [16] was able to drive expression in the endosperm and the embryo sac but was not expressed in pollen. Clarification by semiquantitative RT-PCR was attempted to compare the GUS expression pattern with the endogenous transcript but the authors were unable to detect At2g41000 transcript in any tissue. Expression of this gene in online datasets is even more ambiguous with no signal apparent in dissected ovules and 1 DAP seed but expression in flower buds, roots, and leaves in the Goldberg Lab *Arabidopsis thaliana* Genechip Database (http://estdb.biology.ucla.edu/genechip) and only pollen expression being evident in the AtGenExpress Genechip developmental series [60].

A study into abscisic acid (ABA) synthesis has also identified an endosperm-specific 9-cis-epoxycarotenoid (*NCED6*) that cleaves cis-epoxycarotenoids in the first specific step of ABA biosynthesis. *NCED6* was found to be specific to the endosperm by promoter-GUS, promoter-GFP, and *in situ* hybridization [63] and is confirmed by the inclusion of NCED6 in our endosperm expressed list (Table 3). Expression constructs were also made for a second gene, *NCED9* However, despite using over 3 kb of upstream sequence, neither GUS nor GFP could be observed in the seed. This was inconsistent with RT-PCR data from RNA obtained from manually dissected seed and *in situ* hybridization, both of which measure the abundance of the endogenous transcript directly [63]. Comparisons of endogenous gene expression and reporter activity suggest that the upstream sequences used to drive reporter expression do not necessarily confer expression patterns identical to those of the endogenous gene as assessed by other methods such as *in situ* hybridization or RT-PCR [16, 58, 63].

Another endosperm marker that was consistent with our endosperm-expressed list is *SUC5* (Table 3). The *SUC5* gene encodes a sucrose transporter that is thought to contribute to the nutrition of the filial tissues during seed development. Baud et al. [64] examined the expression of the *SUC5* promoter using both GUS and GFP reporter constructs and linked the expression patterns to expression of the endogenous transcript by *in situ* hybridization studies. *SUC5* expression was found to be endosperm-specific, and at 4 DAP (early to mid heart stage) the expression is changing from localization in the embryo-surrounding region to a more general endosperm expression [64].

The endosperm-expressed list also contains three components of the fertilization independent seed (FIS) polycomb group complex; MEDEA (MEA), FIS2, and FIE (Table 3). Loss of function mutations of these components of the FIS-complex causes autonomous onset of cell division in the central cell without fertilization. Promoter-GUS lines indicate that these three genes are strongly transcribed in the central cell prior to fertilization. After fertilization, only the maternal alleles of these genes appear to be expressed in the endosperm and persist in the free nuclear endosperm until cellularization [65, 72]. As the endosperm cellularizes at approximately 5 DAP, GUS activity from MEA and FIS2 reporter constructs decline, whereas FIE promoter-GUS activity persists and can be observed in both the embryo and the cellularized endosperm [65]. However, MEA expression analysis by *in situ* hybridization and RT-PCR from manually dissected seed compartments indicate that MEA expression also occurs in the embryo at heart stage [26]. Interestingly, the transcripts of *MEA* and *FIE* have relatively low fold changes in our LM endosperm data (Table 3), which is consistent with *MEA* and *FIE* expressions in additional tissues within developing siliques [26, 65].

The FIS complex has been shown to repress the MADS-box gene *PHERES1* (*PHE1*). In contrast to the *FIS* genes described above, *PHE1* is not expressed in the central cell prior to fertilization and appears to be only expressed from the paternal genome after fertilization. *PHE1* promoter-GUS reporter lines indicated that *PHE1* expression is expressed in very early embryos and the endosperm [73]. At heart stage however, *PHE1* expression becomes restricted to the chalazal region of the endosperm, an expression pattern that is consistent with the high differential described by *PHE1* in our endosperm-expressed list. Another endosperm marker that describes a high differential in our endosperm list is *FWA* Although the function of *FWA* is unknown, its expression has been characterized using both reporter construct and *in situ* hybridization and has a similar expression to *FIS2*. *FWA* expression in the endosperm also appears to be solely from the maternal allele [19]. Imprinting in plants has been hypothesized to be an endosperm-specific phenomenon and our list of endosperm-expressed genes includes all confirmed imprinted genes in *Arabidopsis*, that is, *PHE*, *MEA*, *FIS2*, *FWA* [19, 26, 62, 73, 74], and the likely imprinted gene *FIE* [75] (Table 3).

In summary, our microarray analysis using endosperm-derived RNA identified approximately 2 700 genes with putative endosperm expression at 4 DAP using a 2-fold cutoff (Supplementary Table 1). The presence of known endosperm marker genes in this gene list indicates that our data is reliable.

## 4. Conclusions

With the extensive molecular resources available for *Arabidopsis* and established methods for RNA amplification, LM represents an attractive tool capable of providing high-resolution expression analysis and enables novel insights into the cellular processes that occur during early seed development. Here, we have established methods for the generation of expression profiles from specific seed tissues and have shown that despite some limitations, global RNA amplification from 50 ng of endosperm total RNA can generate high-quality expression data. This data should provide a useful resource for laboratories interested in early seed development.

## Supplementary Material

Supplementary Table 1 provides a list of approximately 2700 loci preferentially expressed in 4 DAP endosperm compared to 4 DAP silique. The loci were identified using a 2-fold cutoff and a *P* value of < .05 calculated from four hybridizations.

## Figures and Tables

**Figure 1:**
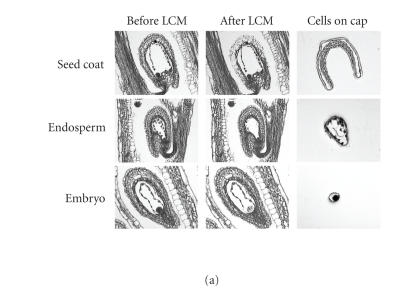

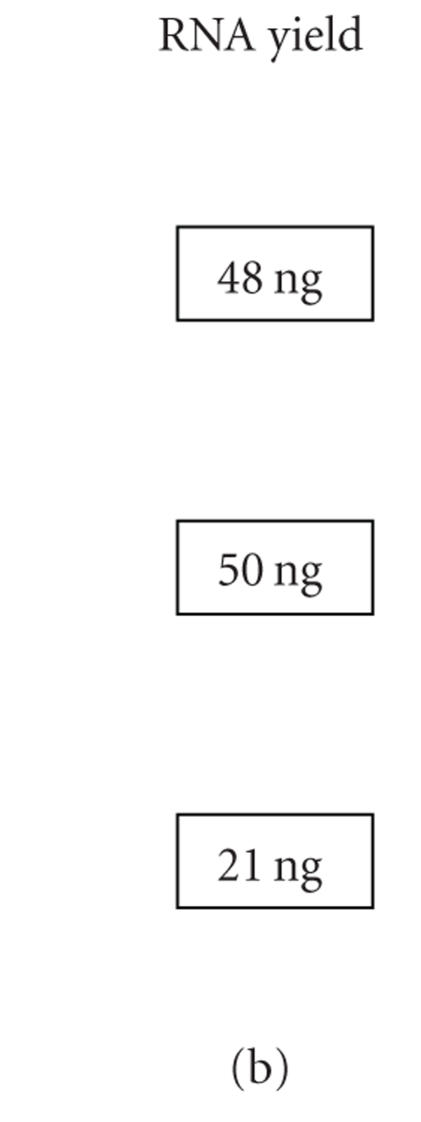

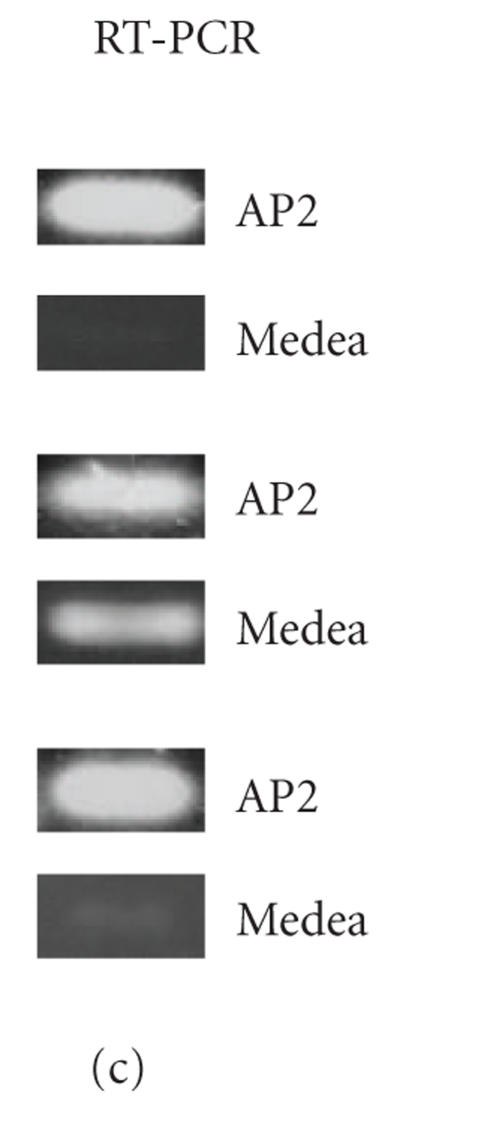
Laser capture microdissection (LCM) of seed for transcript analysis. (a) Examples of laser capture showing that uncontaminated seed coat, endosperm, and embryo tissues can be isolated. (b) The boxes show the mean yield of RNA extracted from the different seed compartments, SE were ±9.6, ±6.7, and ±3.1 for seed coat, endosperm, and embryo, respectively (*n* = 6). (c) RT-PCR of *AP2* and *MEA* from LCM-derived (top to bottom) seed coat, endosperm, and embryo.

**Figure 2:**
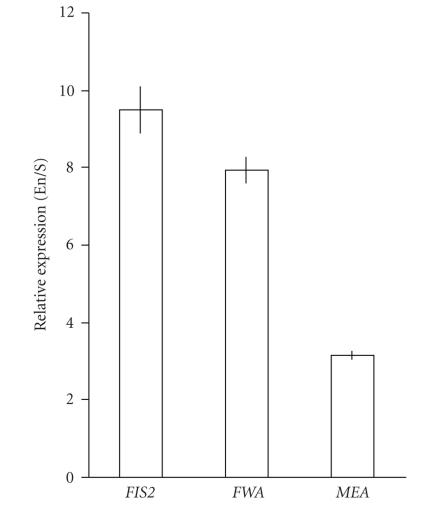
RNA derived from LCM isolated endosperm is enriched for endosperm-specific transcripts. Real-time quantitative RT-PCR indicating enrichment of *FIS2*, *FWA*, and *MEA* transcripts in LCM endosperm samples relative to that in the silique tissues remaining after microdissection. Expression was calculated relative to actin. EN/S indicates that the value obtained for the endosperm (En) was divided by the value obtained for the silique tissue scrape (S) to obtain the value for relative expression. Error bars represent the SE when *n* = 9.

**Figure 3:**
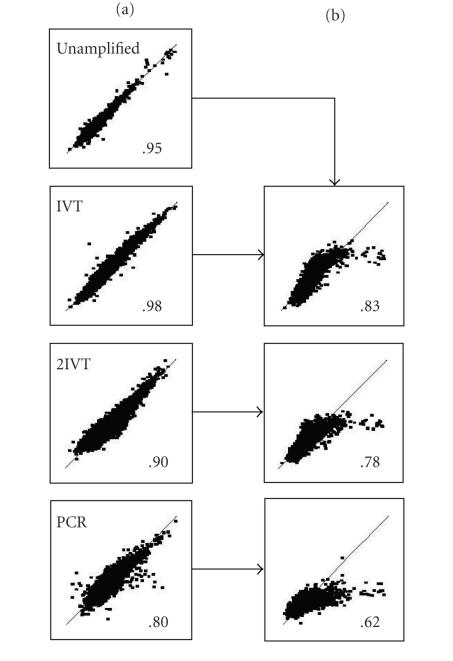
Reproducibility and fidelity of RNA amplification. (a) Scatter plots of the Log_2_ expression ratios from two hybridizations using duplicate targets prepared independently from the same samples plotted against each other. Target preparation regimes are given within the top-left corner of the individual plots. (b) Comparison of the Log_2_ expression ratios obtained from the amplified samples (*y*-axis) to the Log_2_ expression ratios from the unamplified samples (*x*-axis). Numbers contained within each plot represent the Pearson correlation * (r)*. Line represents *r* =1.

**Figure 4:**
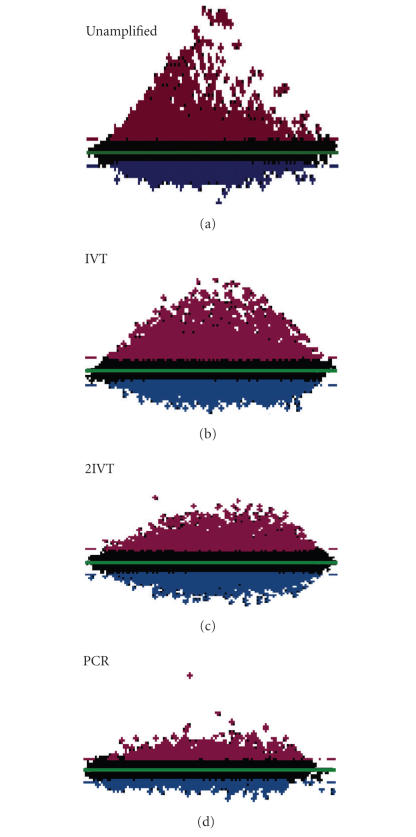
Relative expression and intensity are altered with amplification. Representative MA plots for the different target preparation regimes using normalized data from the high-intensity scans (Log_2_ expression ratio on the *y*-axis is plotted against the fluorescent intensity on the *x*-axis). Transcripts preferentially expressed during late seed development are shown in red; transcripts preferentially expressed during early stages of seed development are shown in blue, and unchanged are shown in black.

**Figure 5:**
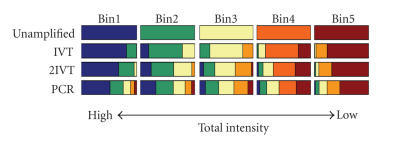
Effect of amplification on relative intensity values within the target population. Total intensity (Cy3 intensity + Cy5 intensity) values for each gene represented in all datasets were obtained from high-intensity scans. Data points were then sorted based on intensity in the unamplified dataset and were divided into five bins containing equal numbers of genes. Genes within each bin were differentially color-coded. The genes were then resorted in the same way for each treatment but retained the color code from the unamplified sample. Graph shows the changes in relative total intensity that occurred following amplification.

**Figure 6:**
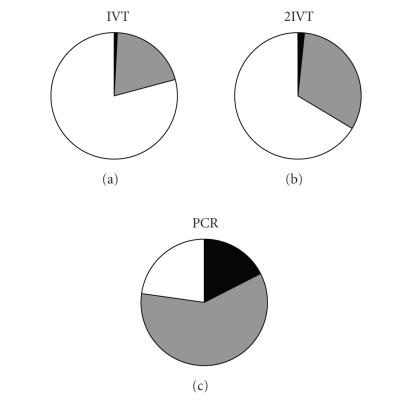
Effect of amplification on the direction of differential expression. Pie charts indicating the proportion of genes, in each of the three amplification regimes, show the same direction of differential expression as the unamplified samples. The set of genes that were 2-fold or more differentially expressed in the unamplified sample were tracked in amplified data. The genes were divided into 3 groups: white, the directionality was maintained and the magnitude of the change remained above the 2-fold threshold; gray, the directionality of the change was conserved but the magnitude dropped below the 2-fold threshold; and black, the directionality of the change was not conserved.

**Figure 7:**
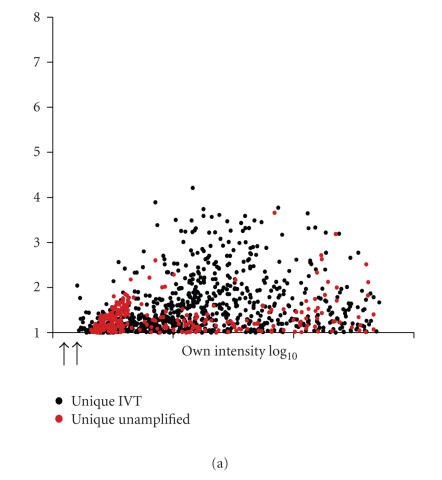

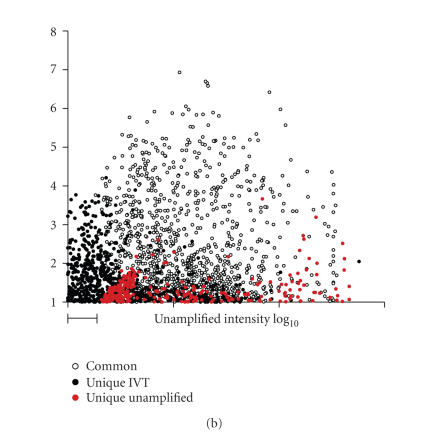
Analysis of low-copy transcripts is enhanced using IVT. The relative expression (Log_2_ ratio) on the *y*-axis plotted against the total intensity values (sum of both channels) on the *x*-axis. (a) The relative expression of the unique IVT and unamplified differentials plotted against their own total intensities. The data were similarly distributed to the right of the x3 background intensity cutoffs indicated by arrows under the *x*-axis. (b) The relative expression of the unique IVT and unamplified differentials plotted against the total intensities from the unamplified hybridization. A large number of the unique IVT differentials represented transcripts that described low-intensity positions in the unamplified dataset (see bar). Red and black circles represent differentially expressed genes unique to the unamplified sample or the IVT sample, respectively. White circles represent differentially expressed genes identified in both the unamplified and the IVT datasets.

**Figure 8:**
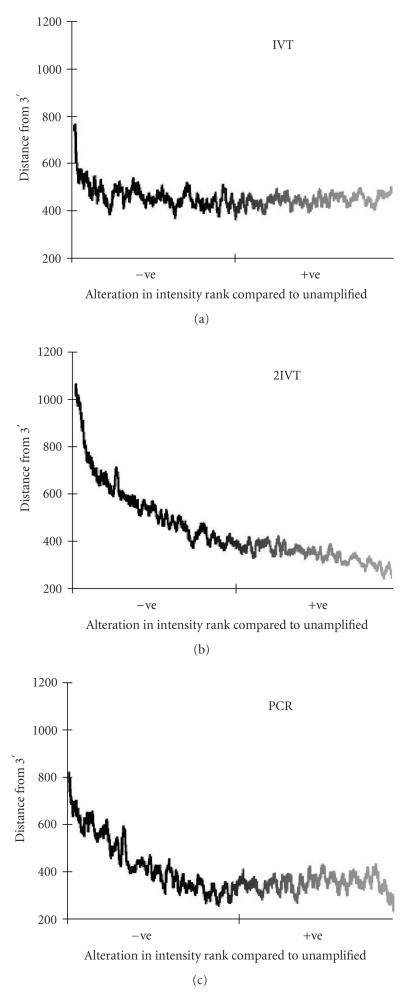
Reduced signal intensity correlates with a more 5′ position being targeted by the microarray oligonucleotides. The position of the microarray probe oligos sequence within the annotated mRNA from Genbank was plotted against the moving average of the spot intensity, relative to the unamplified sample. +ve and −ve represent an increase or decrease in relative intensity, respectively. The moving average was calculated from 50 data points.

**Figure 9:**
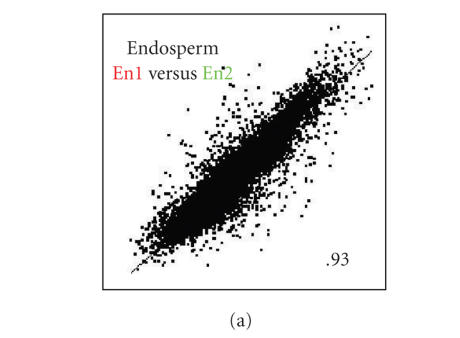

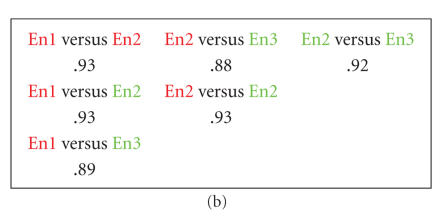

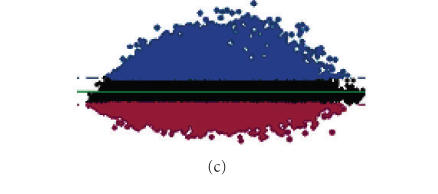
Microarray analysis of microdissected endosperms is reproducible. (a) A representative scatter plot of expression data (Log_2_ ratio) from two replicate “endosperm versus silique tissue scrape” hybridizations. This combination compares data involving two biological endosperm replicates that were also dye swaps. (b) Pearson correlations between the four endosperm hybridisations. (c) A representative asymmetrical MA plot obtained from an endosperm versus tissue scrape hybridization. En1–3 represent hybridizations involving the three different endosperm samples and the red or green font color denotes labelling of the endosperm samples using Cy5 or Cy3, respectively.

**Table 1:** Amount of starting RNA and subsequent yields after amplification.

	Starting^(a)^ 1st round (*μ*g)	Average yield 1st round (*μ*g)	Starting^(c)^ 2nd round (*μ*g)	Average yield 2nd round (*μ*g)

Unamplified	30	—	—	—
IVT labelling	5	107^(c)^	—	—
2-round IVT	0.05	5.4^(c)^	2.7	103^(c)^
PCR	0.05	10^(b)^	—	—
LM samples^(d)^ (2-round IVT)	0.041	2.0^(c)^	0.5	51^(c)^

^(a)^ total RNA.

^(b)^ cDNA.

^(c)^ aRNA.

^(d)^ A mean yield value is included for comparison generated from seed coat, endosperm, and embryo amplifications.

**Table 2:** (a) The number (and %) of unique 2-fold differentials identified with each target preparation regime. (b) The number of transcripts identified as being differentially expressed (based on 1.5- and 2-fold cutoffs) using the mean Log_2_ ratio from duplicate hybridizations for each treatment.

(a)				
	Unamplified	IVT	2IVT	PCR

Unique x2	165 (7%)	488 (12%)	177 (6%)	104 (12%)

(b)				
		
Early	Early		90% late	90% late
x2	x1.5		x1.5	x2

1016	3306	Unamplified^(5)^	2617	1473
		(21 603)		

2015	4806	IVT	3628	2180
		(21 910)		

1343	3521	2IVT	3237	1703
		(20 966)		

246	1460	PCR	1625	601
		(21 367)		

^(a)^ The number of genes represented in the data for each method of target preparation after trimming out low intensity and flagged spots.

**Table 3:** Distribution of imprinted genes and endosperm, embryonic, and seed coat markers in the LM endosperm array data.

Locus	Description	Notes	Reference	Fold change by array^(a)^	Fold change by qPCR^(b)^

At1g65330	PHERES1 (PHE1)	Endosperm expressed/imprinted	[62]	5.48 0.00	—
At4g25530	Homeodomain protein (FWA)	Endosperm marker	[19]	5.40 0.00	—
At3g24220	9-cis-epoxycarotenoid dioxygenase (NCED6)	Endosperm marker	[63]	4.73 0.00	—
At3g26790	Transcriptional regulator (FUS3)	Embryo marker	[58]	4.49 0.00	4.36 ± 0.49
At1g71890	Sucrose transporter (SUC5)	Endosperm marker	[64]	4.49 0.00	—
At1g21970	CCAAT-box binding factor HAP3 homolog (LEC1)	Embryo and endosperm expressed	[57]	3.58 0.00	—
At2g35670	Fertilization-dependent seed 2 (FIS2)	Endosperm marker	[65]	3.55 0.01^(c)^	—
At1g02580	MEDEA (MEA)	Endosperm expressed/imprinted	[26]	3.34 0.00	—
At1g48630	WD-40 repeat auxin-dependent protein (ARCA-like)	Embryo and endosperm expressed	[53]	2.51 0.00	2.50 ± 0.38
At3g19160	tRNA isopentenyl transferase-related (IPT8)	Endosperm marker	[61]	2.17 0.00	—
At3g20740	Fertilization-dependent endosperm (FIE)	Endosperm expressed/imprinted	[65]	2.03 0.00	—

Recommended cutoff value				2.00		
At5g16780	Expressed protein	Embryo marker	[53]	1.72 0.01	1.61 ± 0.35
At4g09820	bHLH protein (TT8)	Seed coat marker	[55]	1.47 0.03	1.66 ± 0.03
At1g15750	Expressed protein	Embryo marker	[53]	1.26 0.16	—
At2g21320	CONSTANS B-box zinc finger family protein	Embryo marker	[53]	−1.16 0.08	—
At2g02760	Ubiquitin-conjugating enzyme 2 (UBC2)	Embryo marker	[53]	−1.18 0.08	—
At5g43810	PINHEAD translation initiation factor (ZWILLE)	Embryo marker	[66]	−1.28 0.07	—
At1g61720	Dihydroflavonol 4-reductase (BANYULS)	Seed coat marker	[56]	−1.32 0.04	—
At1g73590	Auxin transporter (PIN1)	Embryo marker	[67]	−1.39 0.31	—
At1g04550	Auxin-responsive protein IAA12 (BODENLOS)	Embryo marker	[68]	−1.39 0.07	—
At4g37750	Ovule development protein aintegumenta (ANT)	Embryo marker	[69]	−1.43 0.09	—
At5g17430	Ovule development protein, putative	Embryo marker	[53]	−1.54 0.14	—
At2g34650	Protein kinase (PINOID/PID)	Embryo marker	[70]	−1.82 0.01	—
At1g19850	Auxin response factor (MONOPTERUS)	Embryo marker	[68]	−4.72 0.00	—
At2g01420	Auxin transport protein (PIN4)	Embryo marker	[71]	−10.09 0.00	—
At1g70940	Auxin transport protein (PIN3)	Embryo marker	[71]	−10.95 0.00	—

^(a)^ Value to the right represents *P* value.

^(b)^ Value to the right represents SE when *n* = 3.

^(c)^ Normalized without interpolation as signal was very low.

How the deposited data were processed for this re-analysis (not part of the article)

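The 8 hybridizations compare early siliques (2 to 5 DAP) with a 90%-late sample (6 to 10 DAP with 10% early material) on long oligonucleotide arrays, 2 for each of 4 target preparation regimes. These were unamplified RNA (30 µg), IVT (5 µg), 2IVT (50 ng) and PCR (50 ng, 20 cycles). The authors deposited 1 log2 ratio per probe and hybridization, made from GenePix intensities by elements of SNOMAD in an S-PLUS script: normalization by the global mean, by the local mean across the array surface and by the local mean across signal intensity. The paper also describes discarding spots under 3x the mean background in both channels, interpolating 100 intensity units where a single channel was low, and replacing saturated spots from a low power scan. Whether the deposited values stand before or after these steps is not given in the sources used here. Their log2 scale and their direction, early over 90%-late, were inferred from the dyes and from the counts of Table 2(b), which the values come near on that scale and in that direction without giving them exactly. Table 2(b) also gives fewer genes per regime than there are probes with values on both hybridizations here. Intensities were not used here, so the claims about intensity and about distance from the 3′ end were not analysed, and neither were the microdissected endosperm hybridizations.

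The sign was turned so that positive is higher in 90%-late. No further normalization was applied for the values as reported. The median log2 ratio was -0.06 and -0.07 in the unamplified hybridizations, -0.08 and -0.08 after IVT, -0.03 and -0.05 after 2IVT, and -0.01 and -0.01 after PCR. The values per hybridization numbered 24230 and 24403, 24285 and 24171, 22733 and 23518, and 23696 and 23795 in the same order. Of 26912 probes in the table, 14539 had a gene symbol in the platform annotation, each of them a single symbol, and 14485 were matched to 14228 distinct loci. Probes without a symbol were counted and tested but not named.

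Correlations, slopes, shares of conserved direction and counts of 2-fold and 1.5-fold probes were computed on means over both hybridizations of a regime, for probes with a value on both. Slopes over all probes used covariances between separate hybridizations, so that noise in the unamplified values does not appear as compression. For slopes by direction, probes were selected on 1 unamplified hybridization and measured on the other. Noise of the measured hybridization stays in these slopes and lowers them. Intervals of shares are exact binomial (Clopper-Pearson) 95% intervals and cover counting error only. Each regime mean and each difference from the unamplified mean was tested with limma (lmFit and eBayes) over all 8 hybridizations in a single fit, in which the 4 regimes share an estimate of the spread (prior degrees of freedom 6.65), with Benjamini-Hochberg adjustment and a threshold of 0.05. Lists of genes were tested with camera of limma at a preset inter-gene correlation of 0.01, on gene means, over 11103 genes with values on all 8 hybridizations and adjusted over lists. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

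The genes named in the text were taken by a rule set before the data were examined, as were the lists, the tests of regimes and lists and most of the alternatives. PDF1.3 was chosen after its values were seen, and a few genes that the rule takes are not named. The rule takes, for each regime, the 10 probes higher and the 10 probes lower with the largest mean log2 ratio among those that pass the threshold with the same sign on both hybridizations; for each difference from the unamplified regime the 5 probes in each direction with the largest difference that pass; every gene the paper names; and 2 to 4 members of each list with the largest unamplified ratio that pass, with other members named where a list is described. Probes without a gene symbol that the rule took are not named. There were 17 lists with 249 genes. A listed gene counts as measured where a probe with a symbol matched it and had values, so an unmeasured gene is not shown to lack a probe. This left no gene of seed maturation regulators, seed coat mucilage and secondary wall cellulose synthases, and 7 lists had at least 3 genes to test.

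The fit was tested on simulated data with 200 changed probes of 20638. Of 50 probes at each fold, changes of 1.5-fold, 2-fold, 4-fold and 8-fold were called for 30%, 76%, 98% and 100% in the unamplified regime. They were called for 0%, 12%, 82% and 100% in PCR, which was simulated at a smaller log2 change. At most 10 of 20438 unchanged probes were called in a regime. The simulated noise was normal, with the same SD for a probe in every regime, as the fit assumes. In the data the variance between hybridizations was 0.0262 for IVT and 0.0641 for 2IVT, and 31.4% to 54.6% of probes were called. These simulated rates therefore do not carry over to the calls in the data. Alternatives covered the kind of correlation, the probes used, the threshold, centring, scaling, the variance model, the test of lists, and leaving out each hybridization in turn.

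The p-values measure the spread between target preparations and hybridizations of a single pair of RNA samples, not between plants. For the amplified regimes that spread holds no variation between preparations of 90%-late target, so their p-values do not cover it. Dyes were not swapped, the slides of a regime were consecutive, and after amplification both slides of a regime shared their 90%-late target, so these cannot be separated from stage or regime. For arrays the number of hybridizations limits the precision, and background levels per spot were not used here.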

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

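The differences between regimes were tested as set before the data were examined, whereas all 6 tests of explanations below were chosen only after the results were seen.

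Except where another setting or set of genes is named, each value in this paragraph is a difference between an amplified and the unamplified regime that passed limma or camera at an adjusted p under 0.05. After IVT 1865 probes were higher and 2100 lower than unamplified, after 2IVT 1790 and 1921, and after PCR 2472 and 2188. After centring on the median, 45.4% in place of 53.1% of the probes called for PCR were higher, so which direction has more calls depends on centring. The median difference in log2 ratio over late embryogenesis abundant genes was 0.87 for IVT and -2.40 for PCR. Over the 3 oil body genes with values on all hybridizations it was -2.68 for IVT, -4.89 for 2IVT and -4.78 for PCR, whereas over all measured oil body genes it was -0.13 for IVT (5 genes) and -3.21 for 2IVT (4 genes), which was not tested. The list of storage protein folding and processing was tested over 3 genes, all vacuolar processing enzymes. Over these the median difference was -0.47 for IVT, -2.42 for 2IVT and -2.23 for PCR (camera adjusted p = 0.0345, 3.28e-05 and 2.09e-05). The lists' differences for IVT had adjusted p = 0.212 with an estimated correlation, and without unamplified replicate 1 those of the late embryogenesis abundant and the storage protein list had adjusted p = 0.0991 and 0.259. Among named genes, the difference was 3.45 for PDF1.2c, -7.58 for AT1G62000 and -7.35 for AT1G62060 after IVT. After 2IVT it was 3.51 for AT2G17860, 3.22 for AT1G26400, 3.04 for AT4G14980, -9.29 for AT1G62060 and -8.97 for AT1G62000. After PCR it was 2.68 for AT5G16340, 2.41 for AT2G36550, -8.09 for AT1G62070 and -7.69 for AT1G62060. The same RNA was used in every regime, so the design gives no biological explanation for these differences and none was tested.

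Of 49 probes at an unamplified log2 ratio of at least 6, 12 were under 2-fold after 2IVT, with a median of 0.11. If both channels were at the ceiling of the scan, probes high in the early sample could collect at the same ratio, but 6 of 729 such probes lay within 0.05 of it and 8 in the mirrored window, a ratio of 0.75 with 95% limits of 0.214 and 2.46. If the signal were lost to background, the 2IVT hybridizations could differ more at these probes than elsewhere, but the median difference between them was 0.587 times that over all probes, with bootstrap 95% limits of 0.367 and 2.08. Neither test came out on the side of its explanation, and both were too small to exclude it, so the explanations cannot be told apart.

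Differentials of 2-fold were more frequent after IVT than without amplification. The variance between the IVT hybridizations was 0.747 times that between the unamplified ones, which argues against noise that differs between them, whereas noise of the 90%-late amplification that they share cannot appear in it and was not tested. Scaling to the same median absolute log2 ratio left 1707 and 1220 2-fold probes after IVT and 1546 and 1174 unamplified. Such scaling, however, narrows the IVT ratios whatever widened them. A single scale factor as the whole source is argued against: it would have to be 1.31 to give the IVT count, and probes of 1.5-fold to 4-fold were larger after IVT by 1.10 (0.838 of that factor, bootstrap 95% limits over probes 0.825 and 0.850), so a common gain may be part of it. A gene-specific gain in IVT, or a loss in the unamplified target, stays open.

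Departures from the unamplified log2 ratio were shared by IVT and 2IVT, with a correlation of 0.662 over 20638 probes. The unamplified hybridizations enter both departures, but their covariance was 12.6 times that of 100 simulated regimes with no departure (0.221 against 0.0175, correlations 0.662 and 0.449). A dye effect of labelled aRNA, which dyes without a swap could hide, cannot be told apart from a shared effect of IVT: the covariance of IVT with PCR beyond the simulated one was 0.107 times that of IVT with 2IVT, which both would give. Over probes with an absolute unamplified log2 ratio under 4 the covariance was 0.152 for IVT with 2IVT and -0.028 for IVT with PCR, so the positive one with PCR rests on the extreme probes.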

How the results depend on the processing

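Apart from the 12 other rules for unique differentials, each alternative was set before the data were examined. Of 1288 recomputed values 1074 kept their direction and call, or stayed within a margin set for their kind of value. Of the others, 12 lost and 17 gained a call, 185 moved and 0 reversed. A count or a share cannot change sign, so for these the 0 carries no information. On centring, the share higher among probes called for PCR against unamplified fell from 53.1% to 45.4%, which the tally does not count as reversed. The 403 recomputed values of 48 results for genes taken by rank kept direction and call, and 356 of 385 for lists kept their call. These genes were taken for the largest ratios or differences that passed, so their outcome was largely set by that choice. List members and genes the paper names were not recomputed unless they were also taken by rank. With replicate number as a block, 14 of 14 counts stayed within the margin for counts, and 48 of 48 genes and 49 of 49 lists kept their call. Fewer probes were called in every comparison, for PCR 6735 in place of 7199 and for IVT against unamplified 3564 in place of 3965. The block tests only a shift shared by hybridizations of the same number. Without a hybridization, the lone hybridization of a regime is assumed in limma to vary like the others. The cause was not tested unless the alternative's construction shows it, as a stricter threshold or fewer hybridizations do. Signal over background was not used here, so what it limits is not known.

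Spearman's rho between replicates was 0.861 unamplified, 0.934 for IVT, 0.792 for 2IVT and 0.697 for PCR, and between regimes 0.743 (unamplified and IVT), 0.687 (unamplified and 2IVT), 0.534 (unamplified and PCR), 0.781 (IVT and 2IVT), 0.392 (IVT and PCR) and 0.406 (2IVT and PCR). Over probes on all 8 hybridizations, r between replicates was 0.9501 unamplified, 0.973 for IVT and 0.786 for PCR, and 77.7% kept 2-fold after IVT. Leaving out the 1% most extreme probes gave r between replicates of 0.912, 0.962, 0.865 and 0.731, r of PCR of 0.561 with unamplified, 0.416 with IVT and 0.432 with 2IVT, and slopes of 1.12, 0.841 and 0.403 for IVT, 2IVT and PCR. Over probes of 1.5-fold or more, r between replicates was 0.979, 0.986, 0.958 and 0.923. Corrected for attenuation, r was 0.815 (unamplified and IVT), 0.639 (unamplified and PCR), 0.506 (IVT and PCR) and 0.519 (2IVT and PCR).

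The slope as a ratio of SDs was 1.15, 0.894 and 0.558 for IVT, 2IVT and PCR, and by ordinary least squares 0.645 for 2IVT and 0.329 for PCR. Towards 90%-late it was 1.10, 0.793 and 0.396 over probes of 2-fold to 4-fold only. For IVT, though not for 2IVT, the order of the directions thus depends on the extreme probes. For PCR the directions then differed by less than the SD of the late slope. Towards early the slope was 1.03 for IVT and 0.376 for PCR when selected on the mean. It was 1.02 for IVT and 0.822 for 2IVT at 1.5-fold, and 0.393 for PCR after centring.

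At 1.5-fold in place of 2-fold, the direction was conserved for 96.9%, 94.3% and 83.6% after IVT, 2IVT and PCR. Direction and 1.5-fold were kept for 75.0%, 62.0% and 31.7%. After centring, 78.0% and 62.2% kept 2-fold after IVT and 2IVT and 89.1% kept direction after PCR. The share higher among called probes went from 40.4% to 48.8% unamplified, from 41.5% to 49.0% for IVT, from 44.3% to 48.8% for 2IVT and from 53.1% to 45.4% for PCR against unamplified. With 2-fold on both unamplified hybridizations, 82.0%, 65.2% and 25.4% kept 2-fold and 89.3% kept direction after PCR.

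Scaling to the same median absolute log2 ratio gave 571, 578 and 445 unique differentials unamplified, after IVT and after PCR. It also gave 1220 2-fold probes towards early after IVT and 518 after PCR, and 1109 higher and 1289 lower for IVT against unamplified. With the threshold on both hybridizations, 824 and 138 were 2-fold towards early after 2IVT and PCR, and 289 and 102 were unique. Both alternatives also moved the 1.5-fold count of PCR towards early, to 2377 and 972.

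With 2-fold added to the adjusted p, the calls were 1469 higher and 1013 lower unamplified, 2127 and 1955 for IVT, 1532 and 1251 for 2IVT, and 558 and 241 for PCR. Against unamplified they were 746 and 553 for IVT, 506 and 644 for 2IVT, and 556 and 883 for PCR. Separate fits gave 1041 and 1215 for 2IVT against unamplified. For each regime alone they called 10931 probes unamplified, 15243 after IVT, 7832 after 2IVT and 7276 after PCR. The single fit called 10371, 13029, 10470 and 7199. The single fit therefore called more probes after 2IVT than unamplified, and separate fits called fewer.

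With the fry rotation test, which does not compare a list with other genes, adjusted p was 0.000465, 0.000121, 0.0116 and 0.00344 for flavonoid genes in the 4 regimes, 0.000286 for photosynthesis after IVT and 0.0122 after PCR, 0.00533 for histones and 1.68e-05 for storage protein folding after 2IVT, and 0.00837 for pollen after PCR. With an estimated correlation it was 0.126 for oil body and for storage protein folding genes after IVT, 0.302 for oil body genes after 2IVT, and 0.170 after PCR for late embryogenesis abundant, oil body and storage protein folding genes. Over probes in place of gene means, pollen after PCR had 0.0252. TUA1 (AT1G64740) had 17 probes and each other measured pollen gene 1, so for pollen this setting counts TUA1 repeatedly. For differences from unamplified, calls were gained with fry by photosynthesis for IVT (0.00338), flavonoid genes for 2IVT and PCR (0.0246 and 0.0420) and pollen for PCR (0.0345), by pollen for PCR over probes (0.00921) and by histones for 2IVT without 2IVT replicate 2 (0.0448). For IVT against unamplified they were lost by late embryogenesis abundant, oil body and storage protein folding genes with an estimated correlation (0.212), and by the first and last of these without unamplified replicate 1 (0.0991 and 0.259).

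Leaving out each hybridization in turn, r ranged from 0.777 to 0.797 (unamplified and IVT), 0.673 to 0.726 (unamplified and 2IVT), 0.547 to 0.584 (unamplified and PCR), 0.803 to 0.883 (IVT and 2IVT), 0.430 to 0.471 (IVT and PCR) and 0.438 to 0.477 (2IVT and PCR). Direction was conserved for 98.5% to 99.1% after IVT, 96.8% to 97.4% after 2IVT and 86.0% to 87.9% after PCR, and 2-fold kept for 74.3% to 77.2%, 57.5% to 61.5% and 21.3% to 23.9%. Unique differentials ranged from 370 to 967 for 2IVT and from 156 to 299 for PCR. Calls ranged from 2772 to 2950 higher and 3549 to 3874 lower unamplified, 4985 to 5221 lower for IVT, and 1794 to 2070 higher and 1904 to 2086 lower for PCR. Against unamplified they ranged from 893 to 1202 and 784 to 1168 for IVT, 868 to 2432 and 889 to 2425 for 2IVT, and 1177 to 1594 and 1261 to 1650 for PCR. The adjusted p for histones after 2IVT ranged from 0.0483 (without 2IVT replicate 2) to 0.165, and for storage protein folding after PCR from 0.0270 to 0.0602 (without PCR replicate 2).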

Differences from the paper's values

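The other rules for unique differentials in the last paragraph were chosen after the values were seen, and the remaining alternatives were set before the data were examined.

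The paper's between-replicate correlation is about 0.98 for IVT, about 0.90 for 2IVT and about 0.80 for PCR (numbers in Fig. 3(a), read by eye), and 0.971, 0.888 and 0.774 were found here. Rounded to the single decimal of the paper's text, the values for 2IVT and PCR are equal to the paper's, but not at the precision of the figure. None of Spearman's rho, probes on all 8 hybridizations, leaving out the 1% most extreme probes, or probes of 1.5-fold or more came within 0.005 of the paper's value in any of these regimes.

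Between regimes, the paper's correlation with unamplified is about 0.83 for IVT, about 0.78 for 2IVT and about 0.62 for PCR (numbers in Fig. 3(b), read by eye), and 0.798, 0.721 and 0.590 were found. For 2IVT the value corrected for attenuation, 0.754, lay closer to the paper's value than the SD over single hybridizations, which was the margin for these correlations. Spearman's rho, probes on all 8 hybridizations, leaving out the 1% most extreme probes and leaving out each hybridization did not close the gap for any of the 3, nor did the correction for attenuation for IVT and PCR. The order of the regimes is the paper's.

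The paper's counts of unique differentials are 165 unamplified, 488 for IVT, 177 for 2IVT and 104 for PCR, and 378, 1289, 459 and 162 were found here. The paper's percentages are 7, 12, 6 and 12, and 15.2, 31.6, 16.5 and 20.2 were found. The paper's text does not give the rule by which a differential is unique. Scaling to the same median absolute log2 ratio brought IVT to 578, within 1.5 times the paper's count. For PCR the threshold on both hybridizations (102), probes on all 8 hybridizations (139) and leaving out 2IVT replicate 2 (156) did so. Centring did not do so in any regime, no alternative did so for the unamplified and 2IVT counts, and none of threshold on both hybridizations, probes on all 8 hybridizations, centring and scaling did so for the percentages.

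Of 12 other rules, chosen after the values were seen, requiring the other regimes to stay under a log2 ratio of 0.8 over probes on all 8 hybridizations gave 152, 625, 245 and 96, within 1.5 times the paper's counts in all 4 regimes. Over probes on both hybridizations, 0.8 gave 183 unamplified and 112 for PCR within that range, and 0.9 gave 139 for PCR. Requiring under 1.5-fold gave 433 for IVT, and under 1.5-fold in the same direction 446 for IVT, 120 for 2IVT and 84 for PCR. Over probes on all 8 hybridizations, 0.9 gave 230 unamplified and 120 for PCR. These are settings under which the counts come near the paper's and not a statement of its method, and these rules drop 2-fold probes only from the unique counts.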

Other observations

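Genes and lists in this part follow the rules set before the data were examined, and no explanation was tested for them.

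Besides the groups above, several lists had few genes measured by a probe with a symbol. A list with 1 measured gene leaves nothing to adjust, so its calls over the list alone are unadjusted. Of 2 genes of fatty acid and oil synthesis, FATB (AT1G08510) had log2 ratios of -0.35 ± 0.17 (SD, n = 2) unamplified and -0.46 ± 0.15 after IVT and AT4G13050 had 0.27 ± 0.17 and 0.28 ± 0.07. FATB was lower after IVT, and no other call was made in any regime (1 higher and 1 lower adjusted over the list alone, both unamplified and after IVT). PRL (AT4G02060), a gene of DNA replication and the measured member of 32 cell cycle genes, had -0.49 ± 0.03 unamplified, -0.40 ± 0.02 after IVT, -0.33 ± 0.31 after 2IVT and -0.11 ± 0.08 after PCR. It was lower in the first 3 (the same over the list alone, unadjusted). PHE1 (AT1G65330), expressed in endosperm and the measured member of 8 endosperm markers, had -0.25 ± 0.44, -0.59 ± 0.12, -0.47 ± 0.28 and 0.02 ± 0.20. It was lower after IVT and after 2IVT (the same over the list alone, unadjusted). ALC, of 6 silique wall genes, was lower unamplified at -0.44 ± 0.11 and did not pass after IVT at -0.18 ± 0.06. AT5G60390, the measured member of 7 reference genes, did not pass in any regime, with 0.38 ± 0.00, -0.23 ± 0.22, -0.38 ± 0.58 and 0.27 ± 0.06. Over the list alone, unadjusted, it was higher without amplification and lower after 2IVT.

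Of 6 pollen genes, 1 was lower unamplified, 1 higher and 2 lower after IVT, 1 higher after 2IVT and none after PCR (the same adjusted over the list alone, except none after 2IVT), and the list did not pass camera (adjusted p = 0.879, 0.770, 0.644 and 0.146). AT59 (AT1G14420), a pollen gene, had -0.57 ± 0.32 unamplified. The oil body list passed camera in each regime (adjusted p = 8.69e-06, 0.000899, 0.0204 and 0.0112), and with an estimated correlation the adjusted p was 0.0421, 0.126, 0.302 and 0.170. The late embryogenesis abundant list had adjusted p = 3.92e-10 unamplified and 2.53e-09 after IVT, and with an estimated correlation 0.0374, 0.0439 and 0.0434 unamplified, after IVT and after 2IVT.

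Of 32 genes the paper names, 7 had a probe matched to a gene name. BAN (AT1G61720), a flavonoid gene of the seed coat, had -0.34 ± 0.05 unamplified, -1.45 ± 0.11 after IVT, 0.07 ± 0.01 after 2IVT and -0.19 ± 0.08 after PCR, and its difference of -1.12 between IVT and unamplified passed the threshold (adjusted p = 0.000491 from limma). AT5G46950 had -1.96 ± 0.08, -1.58 ± 0.20, -1.93 ± 0.30 and -0.94 ± 0.04, lower in each regime. EXPA21 (AT5G39260), an expansin, had -1.57 ± 0.14, -1.53 ± 0.17, -0.47 ± 0.26 and -1.26 ± 0.09. RR21 (AT5G07210), a response regulator, had 1.86 ± 0.12 unamplified and 2.47 ± 0.46 after IVT, and no pair of values after 2IVT or PCR. AT2G41000 did not pass in any regime. These are ratios in whole siliques and not in microdissected endosperm.

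Unamplified log2 ratios reached 9.64, with 10 probes over 9. The logarithm of the full range of a 16-bit scan over the 100 units that the paper interpolates is 9.36. Whether these ratios rest on interpolated channels was not tested.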
